# Impact of Chromosomal Context on Origin Selection and the Replication Program

**DOI:** 10.3390/genes13071244

**Published:** 2022-07-14

**Authors:** Lilian Lanteri, Anthony Perrot, Diane Schausi-Tiffoche, Pei-Yun Jenny Wu

**Keywords:** DNA replication, replication program, chromosomal architecture, genome rearrangements, fission yeast

## Abstract

Eukaryotic DNA replication is regulated by conserved mechanisms that bring about a spatial and temporal organization in which distinct genomic domains are copied at characteristic times during S phase. Although this replication program has been closely linked with genome architecture, we still do not understand key aspects of how chromosomal context modulates the activity of replication origins. To address this question, we have exploited models that combine engineered genomic rearrangements with the unique replication programs of post-quiescence and pre-meiotic S phases. Our results demonstrate that large-scale inversions surprisingly do not affect cell proliferation and meiotic progression, despite inducing a restructuring of replication domains on each rearranged chromosome. Remarkably, these alterations in the organization of DNA replication are entirely due to changes in the positions of existing origins along the chromosome, as their efficiencies remain virtually unaffected genome wide. However, we identified striking alterations in origin firing proximal to the fusion points of each inversion, suggesting that the immediate chromosomal neighborhood of an origin is a crucial determinant of its activity. Interestingly, the impact of genome reorganization on replication initiation is highly comparable in the post-quiescent and pre-meiotic S phases, despite the differences in DNA metabolism in these two physiological states. Our findings therefore shed new light on how origin selection and the replication program are governed by chromosomal architecture.

## 1. Introduction

DNA replication is an essential process that is tightly controlled to ensure the duplication and transmission of the genetic material. The initiation of DNA synthesis occurs at sites called origins of replication and relies on the ordered recruitment of conserved replication factors. The number of origins identified in eukaryotic organisms ranges from a few hundred to tens of thousands [1,2,3], and the firing of multiple origins during each S phase promotes the completion of DNA replication prior to cell division. However, not all initiation sites are activated during each cell cycle, and origins in a given genome are not used equivalently [1,2,3]. Each origin is defined by two major characteristics: its timing of firing during S phase and its efficiency, or frequency of initiation, in a population of cells. Interestingly, these two parameters are correlated in yeast models, as efficient origins tend to replicate earlier in S phase compared to inefficient origins, which are generally late-replicating [4,5,6]. Altogether, the timings, efficiencies, and distribution of origins along the chromosomes give rise to a spatiotemporal pattern of DNA synthesis referred to as the replication program.

Despite the diversity in the sequences of origins identified in different organisms, a large body of work suggests that origin activity is governed by similar principles [1,2,3]. In particular, the sites of replication initiation have been associated with features of open chromatin [7]. This is further illustrated by their localization in nucleosome-depleted regions (NDR) [8,9,10] and the observation that lower nucleosome occupancy around an origin is linked with higher origin efficiency [11]. The acetylation status of origins has also been correlated with their activity and timing of firing [12,13]. For instance, in budding yeast, deletion of the *RPD3* histone deacetylase induces late origins to fire earlier, and tethering the histone acetyltransferase Gcn5 near late origins has a similar effect [14]. Moreover, a relationship between replication initiation and transcription has been described in multiple systems [1,15]. Indeed, euchromatin tends to replicate early in S phase, while heterochromatic regions are mostly late-replicating [16,17]. This coupling is also supported by the fact that transcription initiation and levels of gene expression have been associated with the timing and efficiency of origin usage [18,19,20]. The results of these studies thus suggest that the open chromatin state at transcriptionally active loci may favor the firing of origins in these regions.

However, the interplay between chromatin structure and replication is far from straightforward. For example, a significant portion of origins in HeLa cells mapped in one study lack the histone marks for open chromatin [21], and deacetylation of histone H4 has been shown to promote firing of several origins in budding yeast [22]. Related to these observations, heterochromatic loci such as the pericentromeric regions and mating-type cassettes in the fission yeast *Schizosaccharomyces pombe* are duplicated early in S phase [23,24]. Furthermore, few replication initiation events were detected in areas regions with high transcription rates in human cell lines [25], and the silencing of origin activity in the temporal transition region (TTR) of the mouse immunoglobulin heavy chain (*Igh*) was not relieved by insertion of a highly active transcription unit, despite inducing a local increase in marks of active chromatin [26]. Altogether, these findings highlight the complexity and multi-layered regulation of the processes that modulate origin activity.

Importantly, a conserved characteristic of the replication program in eukaryotes is the organization of the genome in distinct domains that are duplicated at specific times in S phase. In fact, the observation of such reproducible patterns of origin usage in population studies, as well as the detection of clusters of origins in single-molecule and single-cell experiments, provided evidence that chromosomal context may be integral to the regulation of DNA replication [5,27,28,29,30,31,32]. Neighboring origins were also shown to fire at similar times, and genome-wide chromosome conformation capture analyses revealed that origins that fire concomitantly tend to contact one another [15,33,34,35]. Notably, these approaches uncovered correlations between topologically associated domains (TADs) and domains of replication timing, both of which are established during early G1 [35]. Specific *cis*-acting features, known as Early Replication Control Elements (ERCEs), were subsequently shown to be responsible for promoting early replication and contributing to TAD structure [36]. These investigations therefore represented essential steps in our understanding of the central role of chromosomal architecture in the establishment of the replication program.

Although both the characteristics of origins and the organization of the chromosomes are involved in origin selection, the crosstalk between these two levels of regulation remains unclear. Intriguingly, studies that have assessed the activities of origins artificially integrated at ectopic loci suggested that individual initiation sites are subjected to modulation by genomic context. For example, in the *Igh* TTR of mouse ES cells, where origins are silenced, insertion of normally constitutively active origins led to very few replication initiation events at these new sites [26]. Position-dependent regulation of origin firing has also been observed in fission yeast: integration of a normally efficient origin in either efficient or inefficient genomic regions resulted in a maintenance or a reduction of its activity, respectively [37]. While these studies indicate that the sequence of an origin is not sufficient to determine its activity, it remains difficult in these assays to distinguish between the loss of local features that may define origin selection vs. the position of an origin within in the large-scale organization of the genome. In this context, analyses of the effects of chromosomal rearrangements have yielded intriguing insights. Indeed, chromosome-wide delays in replication timing and completion of DNA synthesis, as assayed by BrdU incorporation and mitotic spreads, were induced by a subset of inter-chromosomal rearrangements in a human fibrosarcoma cell line, HTD114 [38]. In addition, characterization of an extensively rearranged copy of human chromosome 21 in murine cells revealed that small fragments (<500 kb) lost timing control and were duplicated at the same time as their flanking sequences, while larger fragments (>1 Mb) maintained their replication timing regardless of genomic properties [39]. Interestingly, genome re-organization also occurs during evolution, providing an opportunity to assess potential accompanying changes in DNA replication. For instance, comparisons of mouse and human syntenic regions indicates an overall conservation of replication timing, despite numerous chromosomal rearrangements, but divergences were found at a subset of fusion points [40]. Such deviations were also observed when comparing *Lachancea* yeast, where correlations in replication timing between species were, on average, weaker around synteny breakpoints [41]. Collectively, these studies underscore the absence of a unifying model that describes how chromosomal context modulates DNA replication, and a number of critical questions remain unanswered. In particular, we still do not understand how the selection of origins for activation is shaped by the interplay between their individual characteristics, chromosomal positions, and genomic context.

To explore this question, we have taken advantage of the signature replication program used by fission yeast cells that are subjected to conditions of reduced nitrogen availability [42]. Upon nitrogen starvation, cells exit the division cycle and enter a quiescent state, and subsequent addition of a nitrogen source promotes the resumption of proliferation. During the first post-quiescent S phase, striking differences are observed in the efficiencies of distinct domains, with areas of high origin activity adjoining regions that contain few initiation sites. In addition, we have previously shown that diploid cells subjected to the same treatment but induced to enter meiosis at the time of cell cycle re-entry undergo pre-meiotic S phase with a replication program similar to that in post-quiescent cells. In the present study, we have used these models to probe how chromosomal context may shape origin selection in physiological situations that exhibit marked differences in chromosome biology. To this end, we engineered large genomic inversions that alter characterized efficiency domains and determined the consequences for replication initiation. Our results show that these gross chromosomal rearrangements surprisingly do not bring about defects in cell proliferation, cell cycle re-entry, or meiotic progression, although we observe a restructuring of DNA replication along the chromosomes. Remarkably, this is brought about solely by changes in origin positioning, as most loci maintain their individual efficiencies. This underlines the robustness of origin selection to large-scale changes in chromosomal organization. However, we identified specific differences in origin activity near the fusion points of each rearrangement, suggesting that the immediate chromosomal “neighborhood” of an origin is crucial for delineating its usage. Intriguingly, these alterations in origin firing are asymmetric and do not span the inversion endpoints. Finally, our results in post-quiescent and pre-meiotic S phases are comparable, demonstrating that modifying genomic context similarly affects distinct physiological situations. Altogether, our findings provide new insight into how chromosomal architecture may shape origin selection and the program of DNA replication.

## 2. Materials and Methods

### 2.1. Strains and Growth Conditions

Fission yeast strains used in this study are listed in Table S1. Standard *S. pombe* genetic procedures and media as in Moreno et al., 1991 were used [43]. Cells were grown in minimal medium plus supplements (EMM6S) unless otherwise indicated. To synchronize cells by nitrogen depletion, cultures were grown at 25 °C to a density of ~2 × 10^6^ cells in EMM6S. Cells were then starved of nitrogen in minimal medium without NH_4_Cl (EMM-N) for 16 h at 25 °C, leading to cell cycle exit. Release from starvation was carried out by adding a nitrogen source (0.05 g/L NH_4_Cl). In addition, leucine (0.225 g/L) and uridine (0.225 g/L) were added at the time of release to allow the optimal growth of cells carrying the *LEU2* and *ura4*^+^ markers associated with the *loxP* cassettes, as they do not fully complement the *leu1-32* and *ura4-D18* mutations. Cells were also shifted to 34 °C at this time; in strains carrying the *pat1-114* mutation [44], this results in meiotic induction. Information about the fission yeast genome sequence and annotations were obtained from PomBase [45].

### 2.2. Construction of Rearrangement Strains

To generate *S. pombe* strains with rearranged chromosomes, we used a Cre-*loxP* site-specific recombinase strategy in which recombination between *loxP* sites can be induced by transient expression of the Cre recombinase (Figure S1). For this approach, two plasmids each containing one *loxP* site were constructed. First, the *ura4* gene was cloned from pKSura4 into pFA6a-kanMx6 [46] via PmeI digestion, resulting in the generation of the pFA6a-kanMx6-ura4 plasmid (pJW1). The *loxP* sequence was then PCR amplified and cloned into pFA6a-kanMx6-ura4 via BstXI/NcoI digest, resulting in the removal of the TEF promoter of the kanMx6 cassette (pJW3). Second, the *LEU2* gene from *S. cerevisiae* was PCR amplified from pREP1 using primers containing the *loxP* sequence and integrated into pFA6a-kanMx6 via NcoI/PmeI digest, which results in the deletion of the kanMx6 ORF sequence (pJW4). The cassettes in pJW3 and pJW4 were then PCR amplified and sequentially integrated by homologous recombination in a strain auxotrophic for uracil and leucine. Integrations were selected on minimal medium plus supplements but lacking uracil or leucine, depending on the transformation, and then confirmed by PCR. Integration sites were directed by primers containing 80-bp homology to the targeted regions at the following positions: for the chromosome I inversion—3,810,766 and 4,785,016; for the chromosome II inversion—1,577,150 and 3,694,900.

To generate the chromosomal rearrangements, the strains above containing *loxP* sites integrated in the two selected loci were transformed with pJW5 for conditional expression of the Cre recombinase under the control of the *nmt41* promoter. pJW5 was generated by inserting the natMx6 cassette (EcoRV/BglII + blunt) from pFA6a-3HA-natMX6 [47] in PvuII-digested pAW5 [48]. Transformants with pJW5 were selected on EMM4S + nourseothricin (100 µg/mL) plates to induce Cre recombinase expression. A productive recombination event inserts the TEF promoter 5′ to the *kanMx6* ORF, resulting in the expression of the kan^r^ gene. Positive clones were re-streaked onto fresh EMM4S + G418 (100 µg/mL) plates. To repress Cre expression and permit loss of the plasmid carrying Cre, candidates were then grown in YE4S medium supplemented with thiamine (60 µM) for 2 days, followed by plating on YE4S + thiamine + G418. To check the loss of the plasmid expressing Cre recombinase, positive clones were re-streaked on YE4S + nourseothricin plates and screened for nourseothricin sensitivity.

For meiotic experiments, *loxP* sequences integrated at the target sites were crossed into a *pat1-114* background, and rearrangements were subsequently induced as above. Clones were selected and then diploidized using a standard protocol. Briefly, cells were grown in YE4S at 25 °C to exponential phase, treated with the microtubule-destabilizing drug carbendazim (20 µg/mL) for 5 h at 25 °C, then plated on YE4S + Phloxin B. Colonies of diploid cells appear as dark red on these plates.

### 2.3. Analysis of Cell Cycle and Meiotic Progression

For DNA content analysis by flow cytometry, cells were fixed in 70% cold ethanol, washed in 50 mM sodium citrate and treated with RNase A (0.1 mg/mL) at 37 °C overnight. Samples were then stained using 2 mg/mL propidium iodide, sonicated (Branson Digital Sonifier; Branson Ultrasonics, Brookfield, CT, USA), and analyzed using a BD Accuri C6 flow cytometer (Becton Dickinson, Franklin Lakes, NJ, USA). Analysis was performed using the FlowJo analysis software. Note that the fission yeast cell cycle differs from that of a number of model systems, as the G1 phase is short and S phase occurs prior to cytokinesis. As a result, haploid cells have a 2C DNA content during most phases of their cell cycle. The appearance of a 1C peak in nitrogen-starved cells is the result of cell cycle exit and arrest in a quiescent state in these conditions: Cytokinesis occurs without an ensuing S phase.

To assess meiotic progression, cells were ethanol fixed and stained with DAPI (2 mg/mL) to visualize nuclei. Samples were counted every 15 min to determine the kinetics of meiosis I and meiosis II: cells harboring two nuclei indicate completion of meiosis I, and four nuclei are observed upon completion of meiosis II. Microscopy was performed using an inverted Zeiss Axio Observer (Carl Zeiss Microscopy GmbH, Jena, Germany) equipped with a Lumencor Spectra X illumination system and an Orca Flash 4.0V2 sCMOS camera (Hamamatsu Photonics, Hamamatsu City, Japan). Images were acquired using the VisiView software (Visitron Systems GmbH, Puchheim, Germany) and a Plan-Apochromat 63X/1.4 NA immersion lens (Carl Zeiss Microscopy GmbH, Jena, Germany).

### 2.4. Microarray Experiments and Analyses

For origin mapping, competitive hybridizations of differentially-labelled samples were performed using Agilent 4 × 44 k *S. pombe* arrays (60-mer oligonucleotides every ~250 nucleotides; Agilent Technologies, Santa Clara, CA, USA) as previously described [42]. The copy number was determined through comparing a sample of non-replicating cells and a sample of cells undergoing DNA replication in hydroxyurea (HU). HU treatment limits the extension of DNA synthesis around the sites of initiation, allowing the identification of replication origins [5].

For our analyses, cells were starved of nitrogen for 16 h, and 12 mM HU was added when cells were released upon addition of a nitrogen source. Samples were collected at a time where bulk S phase is complete in non-HU treated cells (240 min for haploid cells undergoing a mitotic cycle; 210 min for *pat1-114* diploids). Genomic DNA was extracted [49] and purified using the Qiagen Genomic DNA kit (Genomic-tip 20/G), and samples were labeled by random priming. Briefly, 2 μg of purified genomic DNA per sample was incubated for 5 min at 95 °C with 300 μg/mL of Random Primer (481907011, Invitrogen, Waltham, MA, USA). This was followed by the addition of 2 µL Klenow (M0212S, New England BioLabs, Ipswich, MA, USA) and a nucleotide mix (0.5 mM dATP, 0.5 mM dCTP, 0.5 mM dGTP, 0.1 mM dTTP, 0.4 mM aha-dUTP) for two hours at 37 °C. aha-dUTP-labeled DNA was then purified using the PureLink PCR purification kit (K310001, ThermoFisher, Waltham, MA, USA) and ethanol precipitated using 75 mM sodium acetate and 0.1 μg/μL glycogen for 30 min at −20 °C. DNA was then washed with 70% ethanol, air dried, and resuspended in 80 μL 0.1 M sodium bicarbonate (pH 8.7). Each sample was then divided in two, and each half was incubated for 90 min in the dark with either Cy3 or Cy5 (GE Healthcare, Chicago, IL, USA) for dye swap (see below). The dye coupling reaction was stopped by the addition of 15 μL of 4 M hydroxylamine. DNA was then purified using the PureLink PCR purification kit (K310001, ThermoFisher, Waltham, MA, USA). ~1–2 μg of differentially labeled DNA from non-replicated and replicated samples were hybridized on the microarray. Two independent hybridizations of the same samples were performed in a dye-swap experiment to limit noise and dye bias. The ratios of replicated to non-replicated DNA, representing copy number, were then assessed for each hybridization, and outliers were removed prior to further analysis. For this, we considered that a ratio of 2 for replicated vs. non-replicated DNA represents 100% replication, so all values >2 were removed.

Next, for each experiment, the geometric means over five consecutive probes were determined across the genome for each reciprocally labelled dataset, and these datasets were averaged. Two biological repeats were performed for each strain, and we took the average of the data from these two experiments. For analysis and comparison of copy number, the baselines between different conditions, representing unreplicated DNA, were matched and set to 1 using a previously described approach [50]. Briefly, as cells are in HU, there are genomic regions that remain unreplicated in our S phase samples, and these will have the lowest values in each dataset. Therefore, for each averaged set of biological repeats, we took the lowest 10% of the ratios of replicated vs. unreplicated DNA and calculated their median, then normalized the dataset to this value. The following correction factors were applied: *Control I*—0.04; *Inversion I*—0.04; *Control II*—0.04; *Inversion II*—0.046; *Pat1 Control I*—0.048; *Pat1 Inversion I*—0.046; *Pat1 Control II*: 0.044; *Pat1 Inversion II*—0.037. 

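Recomputed from the scanner files, the amount added in post-quiescent S phase was 0.037 in *Control cI*, 0.0324 in *Inversion cI*, 0.0375 in *Control cII* and 0.0392 in *Inversion cII*. In pre-meiotic S phase it was 0.042 in *Pat1 Control cI*, 0.0421 in *Pat1 Inversion cI*, 0.0402 in *Pat1 Control cII* and 0.0327 in *Pat1 Inversion cII*. Each amount sets the median of the lowest 10% of the ratios in the mean of 2 biological repeats to 1, and both repeats of a strain received the same amount. These amounts were taken after the log ratios of each array were centred on their median, so they are not on the scale of the paper's factors. The deposited averaged profile was matched without this centring, with outlier-flagged spots kept and with the paper's factors added. The profile so computed lay within 0.001 of it at 98.4% of the 42629 windows in *Pat1 Inversion cII* and at 100% in *Inversion cII* and *Pat1 Inversion cI*. The other strains lay between these values.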

Unless otherwise stated, the replication profiles shown in the figures are these averaged and baseline-corrected datasets, with copy numbers converted into percent efficiency (e.g., a ratio of 1.5 corresponds to 50% efficiency). Note that a consistent low outlier value at chII: 2.9838 × 10^6^ was removed from the profiles of *Control cI*, *Inversion cI*, *Inversion cII*, and *Pat1 Control cII.*

To identify origins and determine their efficiencies, we applied LOESS regression (5000 bp 2nd radius) to the averaged corrected dataset for each strain. Sites were selected as origins if the ratio of HU vs. unreplicated was greater than 1.05, representing a clear increase over the background after smoothing. Origins that were within ~5 kb were considered as a single origin and assigned the highest efficiency value. Due to the low numbers of probes in centromeric regions, these sites were not considered in our analyses; we also did not consider probes related to mating type, as it was not the same for all of our strains. Origin selection was further confirmed through visual inspection of the data. For subsequent comparisons of origin usage between *Control* and *Inversion* strains, we established a list of origins for post-quiescent S phase (201 total sites). For this, we retained origins with ratios greater than 1.05 in both the *Control* strains. Sites with ratios greater than 1.05 in either of the *Inversion* backgrounds were then added. To establish a similar list for pre-meiotic S phase (276 total sites), the same procedure was applied using the *PatI Control* and *Pat1 Inversion* datasets. 

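The search was repeated without the visual inspection and without the removal of the low value on chromosome II. Each array was centred on its median and outlier-flagged spots were left out, unlike in the deposited profile. This gave a post-quiescent list of 252 sites. Of these, 214 were above the threshold in both *Control* strains and 38 were added from the *Inversion* strains. The pre-meiotic list held 383 sites, 293 from the *Pat1 Control* strains and 90 added from the *Pat1 Inversion* strains. Merged within 5 kb, the lists gave 398 sites. The median site of the post-quiescent list had an efficiency of 13.8% to 17.6% in the individual repeats, against 8.10% to 12.2% for the pre-meiotic list. The length of the lists depends on the settings. A threshold of 1.1 left 221 pre-meiotic sites, and another background correction gave 611. The post-quiescent list held 509 sites when ratios above 2 were kept and 388 without *Inversion cI* repeat 2. With 1 dye orientation alone, the lists held 962 and 1015 post-quiescent and 960 and 997 pre-meiotic sites.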

Copy numbers were then converted into efficiency. These sets of origins were used to generate the profiles of replication domains in Figures 2B and 5B.

To identify origins that showed changes in usage due to the engineered chromosomal inversions, we began by establishing the level of reproducibility between the experiments we performed for the control strains. 

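Over the recomputed lists, origin efficiencies of *Control cI* and *Control cII* correlated with Pearson's r = 0.985 and Spearman's rho = 0.979 (252 origins, each strain the mean of 2 repeats). For *Pat1 Control cI* and *Pat1 Control cII*, r was 0.987 and rho was 0.963 over 383 origins. These correlations are taken across origins, which are not independent replicates, so no p-value is attached to them.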

The Pearson’s correlation coefficient (r) for pairwise comparisons of origin efficiencies in *Control cI* vs. *cII* and *Pat1 Control cI* vs. *cII* showed strong positive correlations (r = 0.9884 and r = 0.9865, respectively; *p* < 0.00001 in both cases). In addition, we estimated the experimental noise in our origin mapping assays, determining the differences in origin efficiencies between the pairs of control strains. 

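Efficiencies in *Control cI* were slightly lower than in *Control cII*, with a median difference (*cI* minus *cII*) of −1.53 percentage points and a MAD of 1.43. *Pat1 Control cI* was slightly higher than *Pat1 Control cII*, with a median of 1.42 percentage points and a MAD of 1.33. The 3 IQR cutoff around these differences lay at −11.0 and 8.14 percentage points for the haploid pair, and at −8.01 and 10.67 for the diploid pair. The sign of both medians changed when single repeats were left out. Leaving out a repeat also sets the baseline of its strain anew on the lone repeat and rebuilds the list of origins. The values below therefore do not isolate the effect of a repeat. With the same baseline for both repeats, repeat 2 of *Control cI* differed from repeat 1 by a median of −0.192. The haploid median was 0.209 without *Control cI* repeat 2, −3.64 without *Control cII* repeat 2, and 0.894 after the repeats were centred on their median origin. The diploid median was −0.601 without *Pat1 Control cII* repeat 2, 2.94 without *Pat1 Control cI* repeat 2, and −0.837 after the same centring. With 1 dye orientation alone, the haploid median reached 0.778 and the diploid one −2.36.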

The median and median absolute deviation (MAD) of these differences show that the compared datasets are virtually identical (*Control cI* vs. *cII*: 1.6% ± 1.1%; *Pat1 Control cI* vs. *cII*: −1.5% ± 1.2%). Thus, sites with altered replication initiation due to the chromosomal inversions correspond to those whose differences in efficiency between each *Inversion*/*Control* pair are significantly beyond the variability of the method, applying a stringent cutoff of Q3 + 3IQR and Q1 − 3IQR.

To validate the analyses above, we further demonstrated the reproducibility of our methodology for determining origin efficiencies. 

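Repeats 1 and 2 of each strain correlated with Pearson's r between 0.983 (*Inversion cI*) and 0.990 (*Inversion cII*) in post-quiescent S phase. In pre-meiotic S phase, r lay between 0.979 (*Pat1 Inversion cI*) and 0.986 (*Pat1 Inversion cII*). The lowest Spearman's rho was 0.972 among the haploid strains and 0.950 among the diploids. Some repeats were shifted as a whole. Efficiencies in repeat 2 of *Pat1 Control cI* were lower than in repeat 1 by a median of −3.28 percentage points (MAD 1.73), and those of *Control cII* by −2.01 (MAD 1.50). In *Inversion cII* the corresponding shift was −0.0475 (MAD 1.025). The SD between the 2 repeats at the median origin ranged from 0.718 percentage points in *Inversion cII* to 2.36 in *Pat1 Control cI*. These are comparisons across origins, which are not independent replicates.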

We established that individual biological repeats for a given experiment were highly reproducible, performing pairwise comparisons of origin efficiencies (Figure S6). For this, we applied baseline correction and LOESS regression (5000 bp 2nd radius) to individual experiments. We then took the origin positions for post-quiescent and pre-meiotic S phases determined above and assigned the efficiencies at these locations using the LOESS regressions. 

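Each *Inversion* repeat was set against each *Control* repeat, with the 3 IQR cutoff recomputed for each of the 4 pairs. In *Inversion cI*, the pairs had 2, 3, 3 and 6 origins beyond the cutoff. Of the 3 origins beyond it on the mean of the repeats, 2 were found in all 4 pairs. In *Inversion cII*, the pairs had 3 to 6 origins beyond the cutoff, and 2 of the 6 origins called on the means were found in every pair. In pre-meiotic S phase, all 3 origins called on the means of *Pat1 Inversion cI* were found in every pair. In *Pat1 Inversion cII*, 2 of 13 were found in every pair, and single pairs had between 3 and 10 origins beyond the cutoff. Origins farther than 150 kb from an endpoint were beyond the cutoff in at most 2 cases per pair, and in *Inversion cII* in none of the 4 pairs.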

Complementary to this, we also showed that the differences in origin usage that we observed between our chromosomal inversion strains vs. their corresponding controls are detected even with individual repeats of an experiment (Figure S7). We thus concluded that our methodology is both reproducible and robust.

## 3. Results

### 3.1. Construction and Characterization of Chromosomal Rearrangements

To test directly the impact of chromosomal context on the replication program, we generated *S. pombe* strains containing rearrangements that disrupt and fuse distinct replication domains. Specifically, we exploited a context in which we previously observed striking differences in origin efficiencies between genomic regions [42], namely cells undergoing the first S phase during cell cycle re-entry from a quiescent state. In contrast to the replication program in cycling cells, the clear separation of replication domains in this situation, as well as the dramatic differences in origin activities between domains, make it an ideal model for our study. Taking advantage of this particular profile, we constructed inversions in chromosomes I and II, where we observed the most substantial variations in origin efficiency compared to the more homogeneous profile of origin firing on chromosome III (Figure S1A). To engineer the rearrangements, we used the Cre-*loxP* site-specific recombinase technology [51,52], with transient induction of Cre leading to recombination between *loxP* sites that we integrated at selected genomic sites [48] (Figure S1B, see Materials and Methods). All *loxP* sites are located in intergenic regions (Figure S1C), and each of the inversions contains an endpoint adjacent to a centromere (Figure S1A). 

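The inverted fragment of chromosome I runs from 3810766 to 4785016, a length of 0.974 Mb. That of chromosome II runs from 1577150 to 3694900, a length of 2.12 Mb. On the recomputed post-quiescent origin list, 24 of the 110 origins of chromosome I lie inside the fragment, as do 36 of the 82 origins of chromosome II. Within 150 kb of an endpoint there are 6 origins inside and 10 outside the fragment of chromosome I, and 6 inside and 9 outside that of chromosome II. Origin positions are those of the authors' deposited profile, whose genome build is not given in the sources used here.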

Importantly, the sites of *loxP* insertion were chosen to optimize our disruption strategy while minimizing potential alterations of gene expression.

First, we characterized the impact of these chromosomal rearrangements on cellular physiology by evaluating their effects on cell growth and proliferation. We determined the generation times of the inversion strains (*Inversion cI* and *Inversion cII*), comparing them to wild type as well as their parental strains prior to rearrangement (referred to as *Control cI* and *Control cII*, containing the *loxP* sites). Surprisingly, our results showed virtually identical doubling times for all tested strains (Figure 1A), demonstrating that neither the integration of *loxP* sites nor the engineered inversions affect cell growth. Next, although the rearrangements appear to have no discernable effect on overall cell proliferation, they may have more significant consequences in challenging conditions. In particular, this may be the case during the exit from the quiescent state used for our study (see above), and we thus assessed the dynamics of cell cycle re-entry in this context. To this end, cells were grown to exponential phase, depleted of nitrogen for cell cycle exit, and then induced to re-enter the cell cycle upon addition of a nitrogen source (Figure 1B). DNA content analysis by flow cytometry revealed no differences in cell cycle progression between the wild-type, *Control*, and *Inversion* strains (Figure 1C). Notably, the timings of S phase entry and the durations of S phase were comparable, despite potentially major disruptions to the replication program as a result of the rearrangements. Taken together, our data show that the alterations in genome organization induced by such large-scale chromosomal inversions do not perturb cell growth, cell cycle progression, or cell cycle re-entry from quiescence.

### 3.2. Impact of Chromosomal Inversions on the Overall Replication Program

Although we did not observe differences in S phase progression in strains harboring the engineered inversions, the impact of these rearrangements on the replication program may be significant. For instance, fission yeast cells lacking the Rif1 protein, a regulator of DNA replication, show no defects in cell growth and proliferation but display major, genome-wide alterations in origin usage [53]. We therefore set out to determine the program of DNA replication along the chromosomes in our models, in which a large number of origins are relocated to different chromosomal coordinates. 

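The experiment compares 4 haploid strains, *Control cI*, *Inversion cI*, *Control cII* and *Inversion cII*, with 2 biological repeats each. The *Control* strains are the parents before recombination and carry the *loxP* sites in the original orientation. Cells starved of nitrogen for 16 h were released at 34 °C with 12 mM HU and collected after 240 min, in the paper as in the sample labels. DNA from these cells and unreplicated DNA were labelled with Cy3 or Cy5 and hybridized together, and each pair of DNA samples was measured on 2 arrays with the dyes swapped. This gives 4 arrays per strain, and the 2 dye-swap arrays of a repeat were averaged and counted as 1 repeat. Each Agilent array holds 42707 probes, of which 42641 lie on the 3 chromosomes with a median spacing of 267.5 bp and 66 on the mitochondrial genome. Over the 32 arrays of both S phases, the median signal was 19.2 to 172.5 times the background, and the small number of arrays per strain limits the precision.
The deposited scanner files hold intensities that the authors obtained with the Agilent Feature Extraction software, which had subtracted the background, removed spatial trends and scaled the dyes linearly. From these, the ratio of S phase to unreplicated DNA was taken on every array and its logarithm centred on the array median. Outlier-flagged spots, a median of 0.728% and at most 22.45% per array, and ratios above 2 were left out. Geometric means over 5 consecutive probes were averaged over dye swaps and repeats, the baseline was set to 1, and local quadratic regression with a radius of 5000 bp smoothed the profile. The efficiency of an origin is the copy number above 1 in percent. Differences were tested with limma on log2 copy number, with the 8 repeats of the 4 strains sharing one estimate of the spread. Calls used a Benjamini-Hochberg adjusted p under 0.05 over the 252 origins. The paper's 3 IQR cutoff was applied beside it. An exact permutation test of 2 repeats against 2 cannot give a two-sided p under 0.33, and regional means carry an SD and no p-value. *Control cI* and *Control cII* shared slides 1 and 2, and *Inversion cI* and *Inversion cII* shared slide 3, while no *Inversion* repeat shared a slide with its own *Control*.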

For these experiments, cells were synchronized in quiescence using the nitrogen depletion procedure as above and allowed to resume the cell cycle and enter S phase in the presence of 12 mM hydroxyurea (HU). The use of HU, which limits the extent of DNA synthesis surrounding sites of initiation, is a well-established method for identifying origins and ascertaining their efficiencies [5,6]. The replication profile was assessed by competitive hybridization of differentially-labelled unreplicated and S phase samples to microarrays [50,54]. A detailed explanation of the methodology for origin identification and efficiency analysis is provided in the Materials and Methods section.

We began by evaluating the overall replication program in *Inversion cI*, which contains the smaller of the two rearrangements, comparing it with that of *Control cI*. This inversion of a ~1 Mb genomic region, which is bounded by an efficient domain at one end and an inefficient region on the other, juxtaposes genomic “neighborhoods” that normally possess contrasting origin activities (Figure S1A). As shown in Figure 2A (left panel), our results reveal the major disruption of an efficient domain, along with the appearance of a new high-efficiency cluster. This substantial re-organization of replication is further highlighted by the regional profiles of origin usage generated using these data (Figure 2B, left panel). 

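Efficient origins moved with the fragment. In *Control cI*, the 6 origins in the 250 kb inside the left endpoint had a mean efficiency of 33.3% ± 1.77 (SD, n = 2 repeats), and the 2 origins inside the right endpoint had 3.18% ± 0.585. After the inversion, the place inside the left endpoint held the 2 origins from the other end, at 25.3% ± 3.43, and the place inside the right endpoint held the 6 origins of the efficient domain, at 26.9% ± 2.41. At the right endpoint the increase was many times the spread between repeats, though it was 10.4 and 8.83 percentage points with dye-swap 1 or 2 alone. The list of origins is much longer with 1 dye orientation, so those means are taken over a different set of origins. The flanks that did not move showed no change like those at the places inside the endpoints. Outside the left endpoint, the mean over 8 origins was 23.4% ± 1.23 in *Control cI* and 23.4% ± 1.87 in *Inversion cI*. Outside the right endpoint, 7 origins had 11.6% ± 0.537 and 13.1% ± 0.531. With each repeat left out in turn, the difference ranged from −2.47 to 2.08 percentage points on the left flank and from −0.0760 to 2.70 on the right. Inside the left endpoint the size of the decrease depends on the setting. It was −1.32 percentage points without *Inversion cI* repeat 1, −18.7 without its repeat 2, and −1.87 with a smoothing radius of 2500 bp. Leaving out a repeat also sets the baseline anew on the lone repeat and rebuilds the list of origins. On the list used here, *Inversion cI* had 22.9% in repeat 1 and 27.8% in repeat 2 at this place.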

Next, we asked whether the larger rearrangement in *Inversion cII* results in similar effects on replication initiation using the same approach. We found that this ~2 Mb inversion, which spans almost half of chromosome II, also induces extensive alterations in the organization of DNA replication (Figure 2A,B, right panels). 

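In *Control cII*, the 8 origins in the 250 kb inside the left endpoint had a mean efficiency of 24.7% ± 1.79 (SD, n = 2 repeats), and the 3 origins inside the right endpoint had 8.29% ± 1.17. In *Inversion cII*, the place inside the left endpoint held these 3 origins, at 9.93% ± 0.516, and the place inside the right endpoint held the 8 origins, at 25.1% ± 0.638. Both flanks differed as well, the left one not under every setting. Outside the left endpoint, the mean over 6 origins was 23.2% ± 2.21 in *Control cII* and 17.3% ± 0.107 in *Inversion cII*. Outside the right endpoint, 7 origins had 6.56% ± 0.671 and 15.5% ± 0.110. Each of these differences is larger than the SD between repeats of either strain. The difference outside the left endpoint was −2.83 percentage points when ratios above 2 were kept, −2.72 without *Inversion cII* repeat 1, and −1.17 and −2.53 with dye-swap 1 or 2 alone. It was 0.208 without 2 arrays that carry many ratios above 2, an alternative chosen after seeing the data. Outside the right endpoint it was 3.99 and 2.13 with dye-swap 1 or 2 alone. The list of origins is much longer with 1 dye orientation, so these means are taken over a different set of origins. Leaving out a repeat also sets the baseline anew on the lone repeat and rebuilds the list. On the list used here, the repeats of *Inversion cII* had 17.2% and 17.3% outside the left endpoint.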

Efficiency domains are both fractured and created, as observed for *Inversion cI*. Interestingly, the changes in the replication programs of the *Inversion* strains are restricted to the rearranged chromosomes, indicating that these modulations do not have secondary effects for DNA synthesis in *trans*. 

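No origin on another chromosome passed the test in either *Inversion*. In *Inversion cI*, 142 origins lie on chromosomes II and III, and their efficiency differed from *Control cI* by a median of 1.72 percentage points (MAD 1.10), from −3.01 to 6.72 at single origins. In *Inversion cII*, 170 origins lie on chromosomes I and III, with a median difference of 1.47 percentage points (MAD 0.860) and single values from −2.43 to 5.18. At an adjusted p under 0.05 limma called 0 origins in both sets, and the 3 IQR cutoff also gave 0. At an unadjusted p under 0.05 there were 7 and 6. On simulated data limma called 85.5% of changes of 10 percentage points in *Inversion cI* and 77.6% in *Inversion cII*, but 35.8% and 29.3% of changes of 5 points, so small effects in *trans* would mostly be missed. Over the whole genome, more origins passed for *Inversion cI* when either of its repeats was left out, most of them farther than 150 kb from an endpoint. Such a fit has a lone *Inversion cI* repeat, which is assumed to vary like the other strains. Its 2 repeats differ as a whole by a median of 1.74 percentage points. The fit also has its baseline set anew on the lone repeat and a rebuilt list of origins, so it does not isolate the effect of a repeat.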

Altogether, our results demonstrate that large genomic inversions in fission yeast lead to a restructuring of replication initiation along the chromosomes and that chromosomal position does not dictate the characteristics of replication of a given genomic region.

### 3.3. Consequences of Chromosomal Inversions for Origin Selection

As our analyses suggest major changes in replication domains due to chromosomal inversions, we next ascertained the effects at the level of individual origins. Indeed, the observed alterations may result from widespread modifications of origin usage or from relocation of initiation sites across the inverted region. To facilitate the direct comparison of origin activities in the *Control* and *Inversion* strains, we aligned the replication data of the different genetic backgrounds by plotting those of the *Inversions* using the original, pre-translocation coordinates. Note that this representation contrasts with the graphs in Figure 2, where the data were shown with their actual post-inversion positions along the chromosomes. Remarkably, we found that the efficiencies of origins are largely unaffected (Figure S2A–D). Indeed, for both *Inversions*, our results demonstrate that there is no effect of re-organizing the genome on overall origin activities, with the medians and median absolute deviations of the differences in the efficiencies of all origins between each rearrangement and its corresponding control being minimal (*Inversion cI*: 1% ± 1%; *Inversion cII*: 1.5% ± 0.9%). These differences are similar to the experimental variability determined using the two *Control* backgrounds (1.6% ± 1.1%). Collectively, these data indicate that the global effect described above is brought about by relocating origins that maintain their efficiencies.

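In *Inversion cI*, 4 of 252 origins passed limma's test, 2 higher and 2 lower. In *Inversion cII*, 6 of 252 passed, 4 higher and 2 lower. All of them lie within 150 kb of an endpoint of the rearranged chromosome. The remaining regions held 236 origins in *Inversion cI*, whose differences ran from −6.88 to 6.72 percentage points, and 237 origins in *Inversion cII*, with differences from −4.13 to 5.18. Limma called 0 of these in both strains at an adjusted p under 0.05, and 15 and 8 at an unadjusted p under 0.05. Origins within 100 kb of a centromere numbered 19, of which 2 were lower in *Inversion cI* and 1 in *Inversion cII*. Of the 7 origins within 100 kb of a chromosome end, limma called 0, with 1 and 0 at an unadjusted p under 0.05. More origins passed in *Inversion cI* when either of its repeats was left out. The baseline was then set anew on the lone repeat and the list of origins was rebuilt. Leaving out a repeat therefore does not isolate the effect of that repeat. Such a fit has a lone *Inversion cI* repeat, which is assumed to vary like the other strains. Repeat 2 lay above repeat 1 by a median of 1.74 percentage points.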

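The median difference over 252 origins was 1.29 percentage points (MAD 1.31) for *Inversion cI* minus *Control cI* and 1.34 (MAD 0.905) for *Inversion cII* minus *Control cII*. Within the fragment but more than 150 kb from its ends, 18 origins of chromosome I had a median difference of 0.788 percentage points (MAD 1.84). The 30 origins of chromosome II in the corresponding region had 1.66 (MAD 0.593). Outside the fragments and beyond that distance, the medians were 1.04 over 76 origins and 0.872 over 37. The medians of both comparisons are no larger than the shifts of single repeats. Where a repeat was left out below, the baseline was set anew on the lone repeat and the list of origins was rebuilt. For *Inversion cI* the median was −0.257 without *Control cI* repeat 2 and 3.01 without *Inversion cI* repeat 1. For *Inversion cII* it was −0.695 without *Control cII* repeat 2 and 2.71 without *Inversion cII* repeat 1.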

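*Control cI* and *Control cII* differed at more single origins than either *Inversion* did from its *Control* before adjustment. At an unadjusted p under 0.05, limma gave 27 of 252 origins between the *Control* strains, 19 for *Inversion cI* and 15 for *Inversion cII*. The 3 IQR cutoff for *Inversion cI* ran from −7.96 to 10.3 percentage points and that for *Inversion cII* from −5.11 to 7.75, both narrower than the one between the *Control* strains.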

However, when focusing on the origins that are most exposed to a new genomic neighborhood, i.e., those in close vicinity of the inversion endpoints, we found striking differences in replication initiation events. In *Inversion cI*, we observed changes within a distance of ~100 kb of the disruptions in genomic context (Figure 3A). 

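Chromosome I held 4 origins that changed in *Inversion cI* by limma's test, at 6.58, 29.7, 46.2 and 67.9 kb from an endpoint. Inside the fragment, all 3 origins within 50 kb of an endpoint changed, with a median absolute difference of 22.9 percentage points. Of the 2 origins between 50 and 100 kb, 1 changed. The single origin between 100 and 150 kb differed by 0.239 percentage points. Beyond 300 kb, the largest difference among 79 origins was 6.88 percentage points. The 3 IQR cutoff called 3 of the 4 origins.

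**Figure D1:**
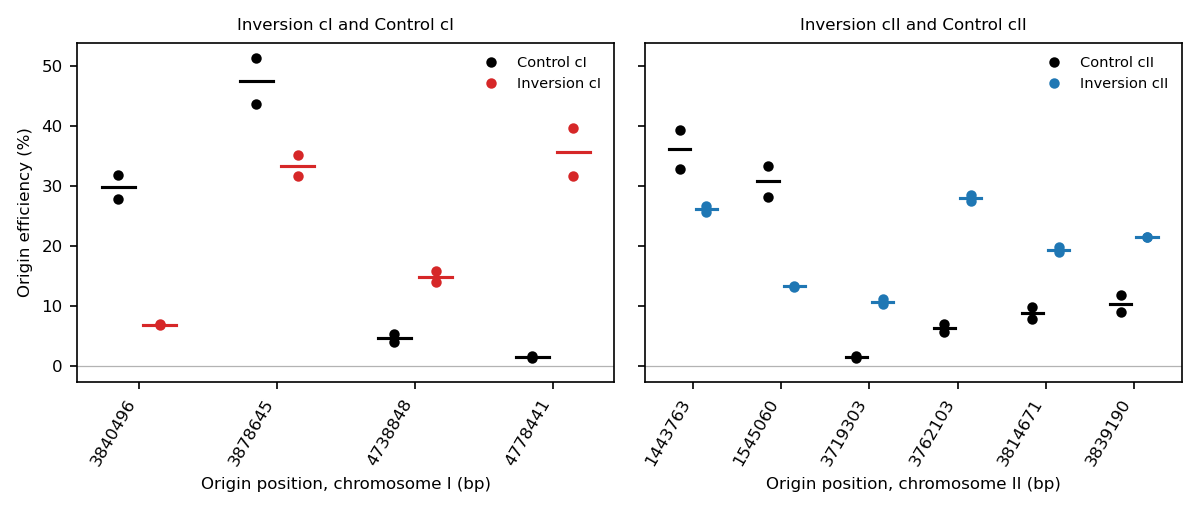
Efficiency in percent of each origin called by limma in post-quiescent S phase, by position. The left panel sets *Inversion cI* against *Control cI* at 4 origins of chromosome I and the right panel *Inversion cII* against *Control cII* at 6 origins of chromosome II. Bars are means, points are the 2 repeats, and both *Inversion* repeats lie on one side of both *Control* repeats at each origin.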

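Inside the left endpoint, 2 efficient origins lost activity in *Inversion cI*. The origin at 3840496 fell from 29.8% ± 2.86 to 6.96% ± 0.034 (SD, n = 2 repeats), a log2 change of −0.28 (SE 0.020, adjusted p = 1.65e-07 from limma). The origin at 3878645 fell from 47.6% ± 5.40 to 33.4% ± 2.38, a log2 change of −0.14 (SE 0.024, adjusted p = 0.00194 from limma). A site at 3852409 lies between them and is an origin of the pre-meiotic list only, since neither post-quiescent *Control* profile has a highest value within 5 kb there. It had 9.68% ± 0.819 in *Control cI* and 4.61% ± 0.932 in *Inversion cI*, a difference of −5.07 percentage points. Farther inside, the origin at 3897669 had 17.5% and 15.5% (adjusted p = 0.586 from limma), and that at 3953036 had 34.1% and 33.9% (adjusted p = 0.943 from limma). The call at 3840496 held in every alternative. That at 3878645 was lost in 6 of them, among them the one without *Control cI* repeat 1, with differences of −7.59 percentage points after another background correction and −7.05 without 2 arrays that carry many ratios above 2.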

All efficient origins within the inverted fragment that are now located adjacent to an origin-poor domain lose their activity (Figure 3A, Top left; decreases of 22.9%, 10.1%, and 14.6%). 

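Inside the right endpoint, 2 origins rose in *Inversion cI*, where the inversion places them beside the efficient domain left of the fragment. The origin at 4778441 had almost no activity in *Control cI*, 1.60% ± 0.225 (SD, n = 2 repeats), and reached 35.7% ± 5.56 after the inversion. This is a log2 change of 0.42 (SE 0.024, adjusted p = 2.04e-08 from limma). The origin at 4738848 rose from 4.771% ± 0.946 to 15.0% ± 1.30, a log2 change of 0.13 (SE 0.018, adjusted p = 0.000314 from limma). Its difference of 10.2 percentage points lay just within the 3 IQR cutoff. When ratios above 2 were kept, the difference was 22.3 percentage points and its call was lost (adjusted p = 0.520 from limma). The call was also lost without 2 arrays with many such ratios (adjusted p = 0.115 from limma) and without *Control cI* repeat 2 (adjusted p = 0.0696 from limma).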

Complementary to this, origins that normally display little or no activity show strong efficiency increases (+9.6% and +33.2%) when translocated next to an efficient domain (Figure 3A, Top right). Interestingly, the changes in origin firing only occur within the rearranged fragment, and no alterations are detected in external regions (Figure 3A, bottom). 

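Outside the fragment, 10 origins of chromosome I lie within 150 kb of an endpoint, and their differences ran from −2.30 to 2.69 percentage points. The nearest of these, at 3791186, is an efficient origin 19.6 kb left of the fragment. It had 24.1% ± 0.784 in *Control cI* and 26.8% ± 3.76 in *Inversion cI* (SD, n = 2 repeats), and was called higher by 6.12 percentage points without *Inversion cI* repeat 1 (adjusted p = 0.0373 from limma). Inside the fragment and within the same distance, limma called 4 of 6 origins. In the flanks it called 0 of 10 at an adjusted p under 0.05 and 0 of 10 at an unadjusted p under 0.05, and the 3 IQR cutoff gave 0. The flanks farther away, with 76 origins, also had 0 calls, with 6 at an unadjusted p under 0.05. A difference between inside and outside was not tested at single origins.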

Next, in *Inversion cII*, a considerably larger rearrangement, specific modifications in activity were also identified (Figure 3B). In this case, differences were observed at all 6 origins that are located within ~150 kb of the inversion endpoints. However, in contrast to *Inversion cI*, these were found strictly external to the rearranged fragment. These alterations in origin selection between the *Inversion* and *Control* backgrounds were the only ones greater than our significance threshold (Figure 3C), and none were present in the parental *Control* strains (Figure S3A–C). These results therefore provide evidence that the changes in origin efficiency are indeed due to perturbations in genomic context rather than the insertion of the *loxP* cassettes. Moreover, there is a correlation between the amplitude of the differences in origin usage and the distance from the inversion endpoints (Figure 3A,B, bottom), suggesting a positional effect of disrupting the genomic environment.

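Limma called 6 origins of chromosome II in *Inversion cII*, all of them beyond the 3 IQR cutoff. Left of the fragment, 2 efficient origins fell. That at 1545060 went from 30.9% ± 3.66 to 13.4% ± 0.150 (SD, n = 2 repeats), a log2 change of −0.21 (SE 0.022, adjusted p = 3.56e-05 from limma). That at 1443763 went from 36.1% ± 4.58 to 26.2% ± 0.663, a log2 change of −0.11 (SE 0.024, adjusted p = 0.0231 from limma). Right of the fragment, 4 weak origins rose. The largest change was at 3762103, from 6.43% ± 0.912 to 28.0% ± 0.654, a log2 change of 0.27 (SE 0.018, adjusted p = 1.94e-07 from limma). The origin at 3719303 rose from 1.50% ± 0.255 to 10.74% ± 0.607 (adjusted p = 0.000477 from limma). Those at 3814671 and 3839190, 119.8 and 144.3 kb from the endpoint, rose from 8.89% ± 1.37 to 19.5% ± 0.646 and from 10.4% ± 1.97 to 21.6% ± 0.0879 (adjusted p = 0.000499 and 0.000477 from limma). Other origins within 150 kb did not pass, among them the most efficient one left of the fragment, at 1457067, with 45.8% ± 1.81 and 41.2% ± 0.814 (adjusted p = 0.652 from limma). The call at 1443763 was lost in 9 alternatives, among them those without *Control cII* repeat 1 and without either repeat of *Inversion cII*. With ratios above 2 kept, that call and those at 1545060, 3719303, 3814671 and 3839190 were lost. The adjusted p from limma was then 0.0777 at 1545060 and 0.244 at the last 3. Only the call at 3762103 held there.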

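Within 150 kb of an endpoint, 9 origins of chromosome II lie outside the fragment and 6 of them changed, 4 higher and 2 lower. Inside the fragment, 6 origins lie within the same distance and their differences ran from −4.77 to 2.49 percentage points. The origin nearest to the left endpoint, at 1589297, had 28.0% ± 1.33 in *Control cII* and 23.2% ± 3.64 in *Inversion cII* (SD, n = 2 repeats). The next, at 1600744, had 36.8% ± 2.01 and 39.3% ± 2.09. Limma called 0 of the 6 inside origins at an adjusted p under 0.05 and 1 at an unadjusted p under 0.05, and the 3 IQR cutoff gave 0.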

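Beyond the 3 IQR cutoff lay 3 origins in *Inversion cI*, 1 higher and 2 lower, and 6 in *Inversion cII*, 4 higher and 2 lower. All of them were within 150 kb of an endpoint. Between the *Control* strains, 2 origins lay beyond the cutoff and passed limma's test. The origin at 2140177 on chromosome II, next to the mating-type region, had 7.58% ± 0.568 in *Control cI* and 18.7% ± 3.38 in *Control cII* (SD, n = 2 repeats; adjusted p = 0.00183 from limma). The mating type is not the same in all strains, according to the paper's methods. The origin at 984972 on chromosome III had 27.2% ± 1.23 in *Control cI* and 17.0% ± 1.43 in *Control cII* (adjusted p = 0.00183 from limma). Both *Inversion* strains stayed close to their own *Control* at these origins. *Inversion cI* had 7.20% and 24.8%, and *Inversion cII* had 19.2% at each. With the 2 shared slides as a block, in a fit that gives each origin the same SE, limma called 5 origins between the *Control* strains, and at 2140177 the difference was −9.17 percentage points on one slide and −13.1 on the other. The count was 0 with another background correction and without *Control cI* repeat 1, 1 without *Control cI* repeat 2, and 25 without *Control cII* repeat 2.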

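In *Inversion cI*, origins nearer to an endpoint differed more within 150 kb of it. Spearman's rho between the absolute difference and the distance was −0.806 over 16 origins (permutation test, two-sided, p = 0.00032, adjusted p = 0.00128 over a family of 20 correlations). Over the whole of chromosome I, rho was −0.119 (110 origins, permutation p = 0.215, adjusted p = 0.308). In *Inversion cII*, the relation held outside the fragment, with rho = −0.424 over 46 origins (permutation p = 0.00334, adjusted p = 0.00742). Within 150 kb alone it was −0.0429 over 15 origins (permutation p = 0.884). Over the whole of chromosome II, rho was −0.243 (82 origins, permutation p = 0.0290, adjusted p = 0.0576). Outside the fragment the median absolute difference was 9.24 percentage points over 3 origins within 50 kb and 9.96 over 5 origins between 100 and 150 kb, against 2.62 over 6 origins between 150 and 300 kb. Origins are not independent replicates, since neighbours share changes. Over the whole chromosome, rho was 0.150 in *Inversion cI* when ratios above 2 were kept and 0.0669 without *Inversion cI* repeat 2, and in *Inversion cII* −0.190 without *Control cII* repeat 1 and −0.0980 without *Inversion cII* repeat 1.

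**Figure D2:**
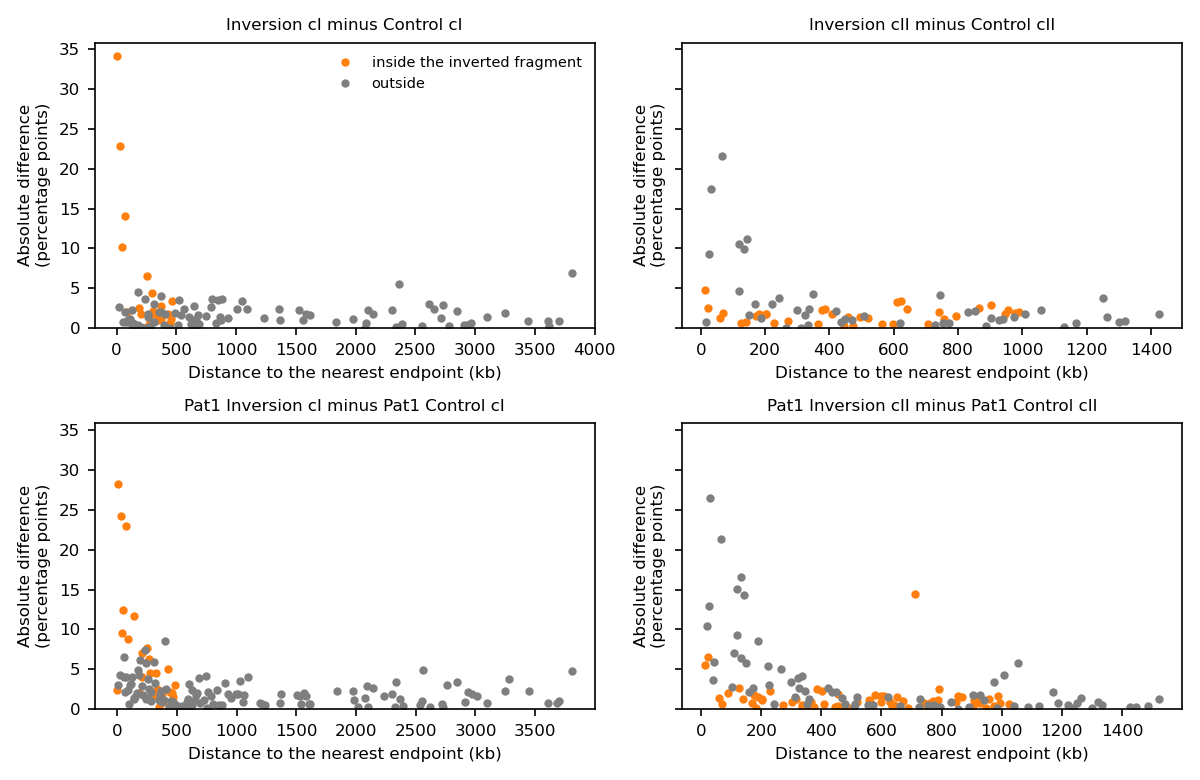
Absolute difference in efficiency between *Inversion* and *Control*, in percentage points, against the distance of each origin to the nearest inversion endpoint, in kb. The 4 panels show both inversions in both S phases, with origins inside the fragment in orange and those outside in grey. The largest difference of each panel lies within 100 kb of an endpoint, inside the fragment for chromosome I and outside it for chromosome II. *Pat1 Inversion cII* also has a difference of 14.4 inside the fragment beyond 300 kb.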

Taken together, our analyses indicate that large chromosomal rearrangements do not modify the activities of individual origins across the genome except in regions that adjoin new chromosomal neighborhoods. Surprisingly, the changes in origin efficiency that arise as a result of these inversions occur either inside (*Inversion cI)* or outside (*Inversion cII*) of the rearranged regions but do not appear to span the transition points. This “asymmetric” effect hints at the possibility that the architecture of longer fragments is imposed upon bordering sequences, while a smaller inversion is subject to regulation by the characteristics of its surrounding regions. 

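The changed origins lay on opposite sides of the endpoints in the 2 strains. In *Inversion cI*, calls were more frequent inside the fragment within 150 kb (4 of 6 origins) than among all other origins (Fisher's exact test, two-sided, adjusted p = 3.29e-07 over a family of 36 tests). In *Inversion cII*, they were more frequent outside within 150 kb (6 of 9 origins, Fisher's exact test, adjusted p = 3.01e-09). The paper had already reported these sides from the same arrays, and the distance of about 150 kb in *Inversion cII*. The tests are therefore no independent support. They treat neighbouring origins as independent and compare each set with all other origins, not inside with outside. The pair of origins next to the left fusion in *Inversion cI* shows the transition. At 3791186, outside, the efficiency differed by 2.69 percentage points, while 4778441, fused to it at 26.2 kb, differed by 34.1. From this asymmetry, the paper raises the possibility that a long fragment imposes its architecture on its borders, while a short one is regulated by what surrounds it. Fragment size and chromosome differ together between the strains.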

Our findings thus suggest that while changes in the positions of initiation sites, rather than their activities, are responsible for the overall reorganization of the replication program brought about by gross chromosomal rearrangements, origins near the fusion points are exquisitely sensitive to their new genomic contexts.

### 3.4. Consequences of Chromosomal Inversions for the Meiotic DNA Replication Program

Given the impact of the chromosome I and II inversions on the replication program in our post-quiescence model, we asked if they might have more consequential effects in a physiological context that involves a distinct chromosomal biology. The process of meiosis is a specialized reductional division with specific events in DNA metabolism, in particular interhomolog recombination and two rounds of chromosome segregation [55]. Meiosis in fission yeast is characterized by the arrangement of chromosomes in a “bouquet” in which telomeres are clustered, with an elongated nucleus that moves back and forth between the cell ends during meiotic prophase [56]. These complex mechanisms may thus make meiosis more sensitive to large-scale changes in genomic context and in the organization of DNA replication. We therefore constructed homozygous diploid strains that combine the *pat1-114* temperature-sensitive mutation, which allows for meiotic induction after temperature shift [57], with either the *Control* or *Inversion* backgrounds. First, we characterized the phenotypes of these strains, beginning with their generation times at 25 °C, the permissive temperature for *pat1-114*. Our data showed that chromosome I and II inversions do not affect the proliferative growth of *pat1-114* diploid cells (Figure 4A). Importantly, we then analyzed whether these rearrangements lead to defects in meiotic progression. For these experiments, we used the same protocol as above: *pat1-114* diploid cells were grown to exponential phase, depleted of nitrogen, then supplemented with a nitrogen source and shifted to a non-permissive temperature to trigger synchronous meiotic entry. DNA content analysis showed that pre-meiotic S phase takes place at the same time and with similar durations in all strains (Figure 4B). We then assessed the timing and execution of meiosis I and II following the completion of DNA replication (Figure 4C). Unexpectedly, our results showed no detectable changes in meiotic progression in the presence of either chromosomal rearrangement. Altogether, we conclude that despite the complex behavior of meiotic chromosomes in fission yeast, large genomic rearrangements do not perturb meiotic entry or progression.

Next, we asked whether alterations in chromosomal context might have distinct and amplified effects on the replication program of pre-meiotic S phase. To this end, we determined the origin firing profiles of the diploid rearranged *pat1-114* strains (*Pat1 Inversion cI* and *Pat1 Inversion II*) as well as that of their respective controls (*Pat1 Control cI* and *Pat1 Control cII*); see Materials and Methods for detailed protocols. 

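The diploid experiment has the same layout as the haploid one, with 4 strains, 2 biological repeats each and 2 dye-swap arrays per repeat. The *pat1-114* mutation inactivates the Pat1 kinase, which blocks meiosis, at the restrictive temperature, so that a shift to 34 °C on release brings the cells into meiosis together. The cells were starved for 16 h and released with 12 mM HU. They were collected after 210 min according to the paper, while the sample labels give 240 min. The deposited files hold the same kind of intensities as those of the haploid strains, and the same steps were applied to them. Limma tested 383 origins, with the 8 repeats of the diploid strains sharing one estimate of the spread. *Pat1 Control cI* and *Pat1 Inversion cI* shared slide 6 for repeat 1 and slide 7 for repeat 2. The repeats of *Pat1 Control cII* and *Pat1 Inversion cII* lay on slides 8 to 11, 1 each, so differences between these slides are part of the spread between repeats. Each of the slides 6 to 11 was scanned on a day of its own.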

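Over the merged list of 398 origins, the efficiencies of *Control cI* and *Pat1 Control cI* correlated with Pearson's r = 0.913 and Spearman's rho = 0.883. For *Control cII* and *Pat1 Control cII*, r was 0.917 and rho was 0.849. The median origin of this list had 6.13% in *Control cI* and 9.63% in *Pat1 Control cI*, and 6.69% in *Control cII* and 8.04% in *Pat1 Control cII*. At the single origin, pre-meiotic efficiency was higher by a median of 3.49 percentage points for *cI* and 1.95 for *cII*. For *cII* this median depends on how origins were picked, since 146 sites of the merged list come from the diploids alone. Over the 252 origins of the post-quiescent list, picked in the haploids, it was 0.1985 for *cII* and 3.44 for *cI*, and over the 146 others 2.88 and 3.53. The efficient origin at 3840496 on chromosome I had 29.8% in *Control cI* and 32.9% ± 3.99 in *Pat1 Control cI* (SD, n = 2 repeats), and the weak origin at 3762103 on chromosome II had 6.43% in *Control cII* and 4.87% ± 0.130 in *Pat1 Control cII*. Ploidy, the *pat1-114* allele and the day of scanning differ between the S phases along with the cell state, and origins are not independent replicates.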

Consistent with our previous observations [42], the organization of DNA replication in the *Pat1 Control* backgrounds is very similar to that in cells exiting quiescence (compare *Control* vs. *Pat1 Control* profiles in Figure S2A,B with Figure S4A,B; also compare Figure 2 with Figure 5). Strikingly, our results demonstrate that chromosomal rearrangements have the same effects in both post-quiescent and pre-meiotic S phases. 

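The differences between *Inversion* and *Control* correlated between S phases near the endpoints, which does not show that their sizes were equal. Over the 23 merged origins within 150 kb of an endpoint of chromosome I, the post-quiescent and pre-meiotic differences correlated with Pearson's r = 0.918, and over the 22 origins of chromosome II with r = 0.966. Over the other origins, r was 0.468 and 0.489. The difference between S phases was tested as an interaction in limma over all 16 repeats. It called 0 of 398 origins for either inversion, and 2 for chromosome I without *Inversion cI* repeat 2. The lowest adjusted p from limma was 0.903 for chromosome I and 1.00 for chromosome II. The origin with that lowest p on chromosome I, at 3953036 in the fragment, differed by −0.239 percentage points in post-quiescent and −11.0 in pre-meiotic cells (unadjusted p = 0.00227 from limma). On chromosome II it was the origin at 1557370, with −3.40 and −10.5 (unadjusted p = 0.00429 from limma). Among the origins with larger changes, that at 3878645 had −14.1 and −25.5 (unadjusted p = 0.0135 from limma), while that at 3762103 had 21.6 and 21.3. The power of the interaction test was not simulated, so equal sizes in both S phases are not shown.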

First, the global reorganization of DNA replication in the *Pat1 Inversion* backgrounds (Figure 5) is solely brought about by changes in origin positioning along the rearranged chromosomes. Indeed, similar to our findings for post-quiescent S phase, the activities of individual origins are maintained regardless of their new locations: the median and median absolute deviation of the differences in efficiencies of all origins between each inversion and its control are minimal (*Pat1 Inversion cI* vs. *Pat1 Control cI:* 0.4% ± 1.5%; *Pat1 Inversion cII* vs. *Pat1 Control cII*: 0.2% ± 1.1%; compare with *Pat1 Control cI* vs. *Pat1 Control cII:* −1.5% ± 1.2%). This indicates that major alterations in chromosomal organization do not have more pronounced effects on sites of replication initiation, despite the signature behavior of meiotic chromosomes. In addition, a small subset of origins proximal to the inversion endpoints have significantly altered efficiencies (Figure 6). These include all of the sites identified in our post-quiescent S phase assays, and we detected additional nearby origins in meiotic cells whose activities are likewise affected (compare Figure 6A,B with Figure 3A,B). Moreover, the asymmetry and position effect of these changes is identical to what we observed (Figure 6A,B, bottom).

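In both S phases, the places inside the endpoints exchanged their levels on chromosome II and ended at similar levels on chromosome I. In *Pat1 Control cI*, the 8 origins in the 250 kb inside the left endpoint had a mean efficiency of 29.1% ± 3.22 (SD, n = 2 repeats), and the 3 origins inside the right endpoint had 3.63% ± 1.45. After the inversion, the left place held 3 origins at 18.5% ± 1.94 and the right place 8 origins at 18.0% ± 0.503. In *Pat1 Control cII*, 11 origins inside the left endpoint had 27.0% ± 2.27, and 3 origins inside the right endpoint had 5.16% ± 0.161. In *Pat1 Inversion cII* these places held 6.05% ± 0.247 and 25.9% ± 3.35. Outside the fragment of chromosome II, the mean over 10 origins on the left was 20.0% ± 1.50 in *Pat1 Control cII* and 10.9% ± 1.28 in *Pat1 Inversion cII*. On the right, 10 origins had 4.98% ± 0.579 and 13.9% ± 1.33. The flanks of chromosome I moved less. The left one had 21.7% ± 1.28 and 18.5% ± 1.95 over 13 origins, and the right one 11.0% ± 2.499 and 13.7% ± 1.22 over 10. With 1 dye orientation alone the list of origins is much longer, so the means are taken over a different set of origins. The differences were then mostly smaller. With dye-swap 1 or 2 alone, they were 7.98 and 9.05 percentage points inside the right endpoint of chromosome I, −5 and −5.60 outside the left endpoint of chromosome II, and 4.42 and 2.92 outside its right endpoint. Inside the left endpoint of chromosome I the difference was −15.8 with dye-swap 1 alone. Outside it was −0.0469 on the left with dye-swap 2 alone and −1.50 on the right with dye-swap 1 alone. With each repeat left out in turn, these flanks ranged from −4.47 to −1.41 on the left and from 0.793 to 3.96 on the right.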

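The median difference over 383 origins was 0.549 percentage points (MAD 1.68) for *Pat1 Inversion cI* minus *Pat1 Control cI* and −0.309 (MAD 0.945) for *Pat1 Inversion cII* minus *Pat1 Control cII*. On the other chromosomes it was 0.434 (MAD 1.73, 236 origins) and −0.151 (MAD 0.917, 248 origins). Limma called 0 of these at an adjusted p under 0.05, and 10 and 0 at an unadjusted p under 0.05. Inside the fragments beyond 150 kb from their ends, the medians were −0.202 over 19 origins and −0.764 over 56, again with 0 calls from limma and with 3 and 0 at an unadjusted p under 0.05. With slides 6 and 7 as a block, limma called 15 of the 236 origins on the other chromosomes and 4 of the 19 inside the fragment in *Pat1 Inversion cI*, in a fit that gives each origin the same SE and so leaves out its own spread. Calls beyond 150 kb or on other chromosomes also arose with dye-swap 2 alone (18 of 180 within 150 kb), with the correlation within slides estimated (7 of 15) and with the repeats centred on their median origin (7 of 9). For *Pat1 Inversion cII*, 11 of 12 calls lie within 150 kb with the repeats centred and 10 of 11 after another background correction. Between *Pat1 Control cI* and *Pat1 Control cII*, limma called 0 of 383 origins, with 10 at an unadjusted p under 0.05, and the 3 IQR cutoff also gave 0. The sign of the medians changed when single repeats were left out, which also sets the baseline anew and rebuilds the list of origins. For *Pat1 Inversion cI* the median was −1.16 without *Pat1 Control cI* repeat 2 and 1.79 without *Pat1 Inversion cI* repeat 2. For *Pat1 Inversion cII* it was −1.91 without *Pat1 Control cII* repeat 2, 0.259 without *Pat1 Control cII* repeat 1 and 0.576 without *Pat1 Inversion cII* repeat 1. On simulated data limma called 44.2% of changes of 10 percentage points in *Pat1 Inversion cI* and 63.3% in *Pat1 Inversion cII*.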

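Limma called 6 of 383 origins in *Pat1 Inversion cI*, 2 higher and 4 lower, and 7 in *Pat1 Inversion cII*, 4 higher and 3 lower. All lie within 150 kb of an endpoint. On chromosome I, the origin at 3840496 fell to 8.70% ± 2.18 (SD, n = 2 repeats), a log2 change of −0.29 (SE 0.029, adjusted p = 0.00112 from limma). The origin at 3881614 fell from 43.8% ± 3.01 to 20.8% ± 0.164, a log2 change of −0.25 (SE 0.032, adjusted p = 0.00428 from limma). Next to the right endpoint, the origin at 4778153 rose from 2.59% ± 2.12 to 30.8% ± 2.69, a log2 change of 0.35 (SE 0.024, adjusted p = 0.00011 from limma). That at 4739147 rose from 4.84% ± 1.32 to 17.3% ± 2.29 (adjusted p = 0.00428 from limma). On chromosome II, the origin at 1546376 fell from 35.6% ± 3.872 to 9.16% ± 1.76, a log2 change of −0.31 (SE 0.026, adjusted p = 0.000523 from limma). The origin at 1443014 fell from 37.7% ± 2.89 to 21.1% ± 2.88 (adjusted p = 0.0200 from limma). That call was lost in 5 alternatives, among them dye-swap 1 alone and local linear regression (adjusted p = 0.9155 and 0.0690 from limma). Right of the fragment, the origin at 3762382 rose from 4.90% ± 0.176 to 26.2% ± 2.36, a log2 change of 0.27 (SE 0.026, adjusted p = 0.000912 from limma). The origins at 3719817, 3815255 and 3838264 rose by 12.9, 15.1 and 14.3 percentage points (adjusted p = 0.00277, 0.0142 and 0.0142 from limma). With a smoothing radius of 2500 bp, the calls at 3815255 and 3838264 were lost (adjusted p = 0.0686 and 0.0747 from limma). The 3 IQR cutoff gave 3 origins in *Pat1 Inversion cI* and 13 in *Pat1 Inversion cII*. For *Pat1 Inversion cI*, limma called 2 origins without *Pat1 Control cI* repeat 1 and 3 without either repeat of *Pat1 Inversion cI*, and 8 lay beyond the cutoff without repeat 2 of the latter. For *Pat1 Inversion cII*, limma called 3 origins without *Pat1 Control cII* repeat 1. Of the origins named above, those at 3840496, 4778153, 1546376, 3762382 and 3719817 passed in each comparison that left out 1 repeat. Beyond the cutoff lay 6 origins without *Pat1 Control cII* repeat 1 and 7 without *Pat1 Inversion cII* repeat 1. With slides 6 and 7 as a block, limma called 34 origins in *Pat1 Inversion cI*, with 1 residual degree of freedom before moderation. That fit gives each origin the same SE of 0.0207 (log2) and called even the site at 2983598 on chromosome II, with −14.8 percentage points on slide 6 and 7.38 on slide 7, so its calls say little about single origins. Of these calls, 8 lie within 150 kb of an endpoint and 26 farther away or on other chromosomes. With dye-swap 2 alone, limma called 180 of 997 origins, 18 of them within 150 kb. At 3840496 the difference was −25.5 percentage points on slide 6 and −22.9 on slide 7, and at 4778153 it was 28.7 and 27.8.

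**Figure D3:**
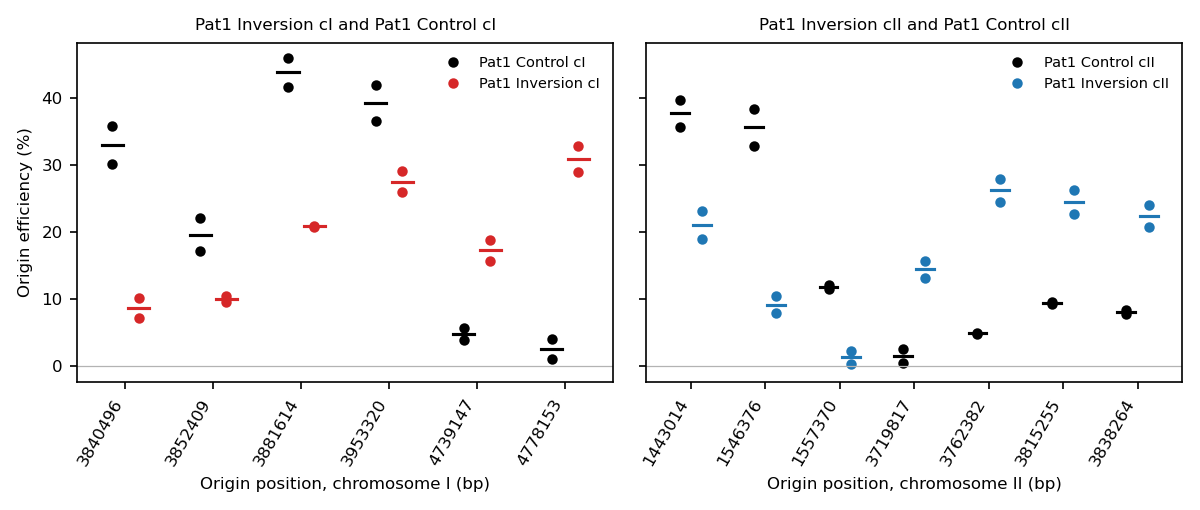
Efficiency in percent of each origin called by limma in pre-meiotic S phase, by position. The left panel sets *Pat1 Inversion cI* against *Pat1 Control cI* at 6 origins of chromosome I and the right panel *Pat1 Inversion cII* against *Pat1 Control cII* at 7 origins of chromosome II. Bars are means and points are the 2 repeats, and the origins with the largest changes are those at 4778153 and 1546376.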

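Sites within 5 kb of each post-quiescent call were called in the diploids for both inversions. On chromosome I, limma called 2 further origins in pre-meiotic cells, both lower. The origin at 3852409, 41.6 kb inside the left endpoint, went from 19.6% ± 3.49 to 10.0% ± 0.603 (SD, n = 2 repeats), a difference of −9.56 percentage points (adjusted p = 0.0480 from limma). That at 3953320, 142.6 kb inside, went from 39.2% ± 3.69 to 27.5% ± 2.18, a difference of −11.7 (adjusted p = 0.0489 from limma). On chromosome II, the origin at 1557370, 19.8 kb left of the fragment, fell from 11.8% ± 0.404 to 1.4% ± 1.34 (adjusted p = 0.00535 from limma). The first and the last of these are not on the post-quiescent list and were not tested there. In post-quiescent cells the first had 9.68% ± 0.819 in *Control cI* and 4.61% ± 0.932 in *Inversion cI*, and the last had 4.80% ± 0.990 in *Control cII* and 1.404% ± 0.726 in *Inversion cII*. Other origins differed without passing the test, such as 3897669 on chromosome I, with 36.2% and 27.4% (adjusted p = 0.0948 from limma). At 3803483 on chromosome II the values were 4.76% and 11.7% (adjusted p = 0.0837 from limma). The origin at 3897669 passed under 10 of 28 alternatives. Among these were slides 6 and 7 as a block and the correlation within slides estimated (adjusted p = 0.000198 and 0.00305 from limma). Adjusted over the origins within 150 kb alone, limma called 13 of 21 origins in *Pat1 Inversion cII*. The calls at 3852409 and 3953320 were lost in 6 and 11 alternatives, among them those without *Pat1 Control cI* repeat 1, without either repeat of *Pat1 Inversion cI*, and with the repeat number as a block over the 4 diploid strains (adjusted p = 0.0826 and 0.0812 from limma). That at 1557370 was lost without repeat 1 of either *cII* strain. No origin passed limma's test of the difference between S phases, so a change present only in diploids is not shown.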

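The sides of the changes were those of the haploids. In *Pat1 Inversion cI*, limma called 6 of 8 origins inside the fragment within 150 kb (Fisher's exact test against all other origins, two-sided, adjusted p = 2.39e-10 over a family of 36 tests). It called 0 of 14 outside within the same distance, with 1 at an unadjusted p under 0.05, and differences there ran from −6.55 to 4.04 percentage points. In *Pat1 Inversion cII*, 7 of 14 origins outside changed (Fisher's exact test, adjusted p = 2.72e-10), and 13 of the 14 had an unadjusted p under 0.05 from limma. As in the haploids, these Fisher tests repeat sides that the paper reported from the same arrays, and they treat neighbouring origins as independent. Inside, limma called 0 of 7 at either threshold. The origin at 1600744, 23.6 kb inside, lay beyond the 3 IQR cutoff with 37.8% ± 4.73 and 44.3% ± 4.20 (SD, n = 2 repeats). The difference there was 24.3 percentage points after another background correction, and without *Pat1 Control cII* repeat 2 the nearest origin, within 5 kb, differed by −7.27. The absolute difference declined with distance from the endpoint over all of chromosome I, with Spearman's rho = −0.429 over 147 origins, and over all of chromosome II, with rho = −0.51 over 135 origins. For both, the permutation test gave p = 1e-05 (two-sided), the smallest that 100000 resamples can give, and an adjusted p of 6.67e-05 over a family of 20 correlations. The size of rho changed when single repeats were left out, which also sets the baseline anew and rebuilds the list of origins. With each repeat left out in turn, it ranged on chromosome I from −0.321 without *Pat1 Control cI* repeat 2 to −0.184 without *Pat1 Inversion cI* repeat 2, and on chromosome II from −0.509 without *Pat1 Control cII* repeat 2 to −0.236 without *Pat1 Inversion cII* repeat 1. With dye-swap 2 alone, which brought the list to 997 origins, it was 0.00252 on chromosome I and −0.129 on chromosome II. Within the fragment of chromosome I, rho was −0.697 (27 origins, permutation p = 6e-05, adjusted p = 0.0003), and outside that of chromosome II it was −0.733 (72 origins, permutation p = 1e-05, adjusted p = 6.67e-05). It did not pass within the fragment of chromosome II, at −0.182 (63 origins, permutation p = 0.153, adjusted p = 0.2355), or within 150 kb alone. There rho was −0.456 in *Pat1 Inversion cI* (22 origins, permutation p = 0.0345, adjusted p = 0.0576) and −0.0584 in *Pat1 Inversion cII* (21 origins, permutation p = 0.802, adjusted p = 0.891). Origins are not independent replicates. From its observations together, the paper concludes that the neighborhood of an origin, rather than its position on the chromosome, is a pivotal determinant of its activity in both S phases.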

Collectively, these observations demonstrate that the genomic neighborhood of an origin, rather than its chromosomal position, is a pivotal determinant of its activity in both post-quiescence and pre-meiotic S phase. Our study therefore reveals that even in cellular states with considerably different behaviors in chromosomal and chromatin biology, genomic restructuring gives rise to common effects on the overall organization of DNA replication and the selection of individual origins.

## 4. Discussion

The organization of DNA replication in chromosomal domains is a conserved feature of eukaryotic genome architecture, but we still do not understand key aspects of how the replication program is modulated. In this study, we have probed the impact of genomic context on origin selection, exploiting models that combine engineered chromosomal rearrangements with the unique replication programs of post-quiescent and pre-meiotic S phase. Our results demonstrate that inversions of extended regions within chromosomes I and II do not have detectable effects on cellular physiology, whether for cell growth and proliferation or for meiotic progression. Remarkably, while disruptions to and emergence of replication domains were observed along each rearranged chromosome, the efficiencies of individual origins remained virtually unaffected genome wide. This indicates that origin repositioning is the principal cause of the reprogramming of DNA replication that occurs in these conditions. However, characteristic changes in origin activity arose near the fusion points of each inversion, implicating the immediate chromosomal neighborhood of an origin as a critical determinant of its usage. Interestingly, all of these effects are virtually identical in both post-quiescent and pre-meiotic S phases, suggesting that despite notable differences in chromosomal behavior, similar principles govern the regulation of origin selection by genomic context in these physiological states.

One of the most striking observations from our work is that large-scale chromosomal inversions induce localized effects on replication initiation. This targeted impact of disrupting genomic context that we uncovered may be a major contributor to the changes in replication timing that were described near rearrangement endpoints of syntenic regions in different species [40,41]. The local alterations in origin usage that we identified possess several intriguing characteristics. First, although we may have expected an “equalizing” effect of fusing regions with vastly different efficiencies, leading to increases and decreases on either side of a breakpoint, this is not the case. Indeed, changes are surprisingly found on only one side of each endpoint, either within (chromosome I) or outside of (chromosome II) the inverted fragment. Moreover, origins distal to the inversion breakpoints remain unaffected. This latter finding is consistent with earlier work that revealed the overall conservation of replication timing for a highly rearranged human chromosome 21 introduced in mouse cells, with the majority of differences in timing arising near rearrangement points [39]. Given our results and the links between the organization of DNA replication and chromosome topology [15,35,36,58,59,60,61], we speculate that the specific modulations of origin usage in our models are brought about by a perturbation of chromosomal contacts proximal to the rearrangement endpoints. Following an inversion, the genomic region on one side of the breakpoint may impose its architecture on the other side. In this case, the alterations that we observe would effectively appear to be asymmetric and not to span the points where genomic context is disrupted, as origins on the side that does not change conformation would maintain their firing properties. This may also explain why initiation sites distal to the inversion breakpoints remain unaffected: the further away they are, the less likely they are to be influenced. However, the parameters that determine which side of an inversion dictates the context of a fusion locus remain unclear. While our analyses and previous studies [39] hint at the idea that longer fragments may constrain the architectures of adjacent regions, this may represent only one of the factors involved in this regulation. Indeed, ERCEs remain early-replicating even when placed in ectopic genomic environments through chromosomal inversions [36]. Altogether, our findings suggest that the immediate genomic neighborhood of a locus may impinge on its chromosomal topology and thereby modulate local origin firing.

How, then, might chromosomal inversions bring about changes in architecture that result in alterations in the replication program? In fission yeast, the genome is organized in small (50–100 kb) and large (100 kb–1 Mb) domains that are mediated by cohesin and condensin, respectively [62,63]. Chromosomal architecture changes during the cell cycle, as small chromatin domains are observed in interphase, while fewer but larger domains are set up during mitosis [64,65]. Interestingly, the centromeres of the three chromosomes are clustered, with interactions frequently observed between centromere-proximal regions [62,66]. Our engineered chromosomal inversions, both of which have one endpoint near a centromere, may thus disrupt or create new contacts that organize genome conformation in these areas. Similarly, telomeres have been shown to associate with chromosomal arm regions that contain late-replicating origins bound by Taz1, a component of the Shelterin telomere protection complex [67]. Alteration of the positions of these sites in the genome as a result of our engineered inversions may therefore modulate the replication timing of nearby origins. An understanding of the changes in chromosomal topology induced by genome rearrangements may thus contribute to elucidating how local and large-scale alterations in chromosomal architecture may shape the spatiotemporal program of DNA replication.

On the other hand, our findings also highlight the robustness of the mechanisms that determine origin activity. Although numerous origins change their positions following large-scale chromosomal inversions, their firing appears to be remarkably unaffected, as the efficiencies of individual sites are mostly preserved across the genome. This robustness may provide an explanation for the similarities in replication timing observed for syntenic regions of different species even in the presence of multiple rearrangements [39,40,41]. Perhaps paradoxically, the maintenance of origin activities, together with the extensive changes in origin coordinates in our models, naturally gives rise to a complete re-organization of replication domains along the chromosomes. Unexpectedly, these significant alterations do not appear to have deleterious effects for cellular physiology. Nevertheless, while we have evaluated the overall impacts on cell proliferation and meiotic progression, there may be more specific consequences for processes related to DNA metabolism, such as gene expression, DNA repair, and recombination [68,69]. Indeed, we have previously demonstrated that origin activity in pre-meiotic S phase contributes to the regulation of meiotic recombination [42], hinting at the possibility that the re-organization of DNA replication in our models may have ramifications for the exchange of genetic material. Furthermore, although genome rearrangements may not bring about obvious short-term defects, there may be important long-term consequences. For instance, there may be effects on cellular fitness that are not discernible in our experimental assays but are critical for long-term survival or for responding to challenging environments. In addition, the coupling of replication timing with mutation frequency and spectrum [70,71,72,73] suggests potential repercussions for cellular adaptation and evolution. Related to these ideas, genome rearrangements in evolution appear to be enriched for fusions of regions that replicate with the same timing characteristics, which may suggest a selection for non-deleterious disruptions [40].

Taken together, our study represents an important step in our understanding of the coupling between DNA replication and chromosomal architecture. The investigation of this intricate interplay will provide crucial insight into the remarkable robustness and flexibility of the replication program, with implications for the conservation of this feature of genome organization throughout eukaryotic evolution.

## Figures and Tables

**Figure 1:**
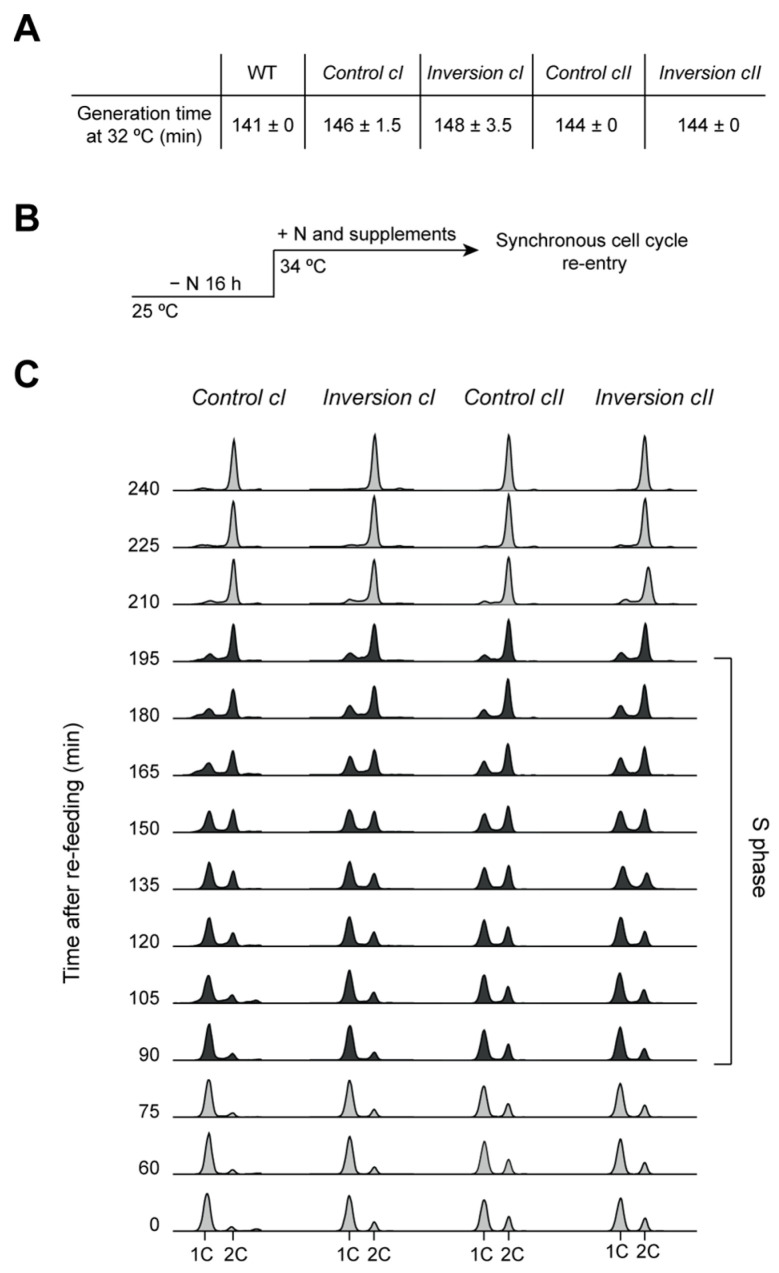
Characterization of cells harboring chromosomal inversions. (**A**) The generation times of the two inversion strains, along with the two parental strains, are virtually identical to that of wild-type (WT) cells. Cells were grown in EMM6S at 32 °C. Averages and standard errors of two independent experiments are shown. (**B**) Experimental design for nitrogen depletion and cell cycle exit, followed by synchronous re-entry into a proliferative cycle. Cells were grown to exponential phase in EMM6S, starved of nitrogen at 25 °C for 16 h, and induced to re-enter the cell cycle upon addition of NH_4_Cl. To allow for comparisons with pre-meiotic S phase and meiotic progression in the *pat1-114* background (see Figure 4), cultures were shifted to 34 °C, the restrictive temperature for *pat1-114,* at the time of NH_4_Cl addition. (**C**) DNA content analysis of the first S phase during cell cycle re-entry from quiescence. NH_4_Cl was added to the medium at T = 0. Time points during which cells undergo bulk S phase are indicated in black. S phase onset and duration are identical in the *Control* and *Inversion* strains.

**Figure 2:**
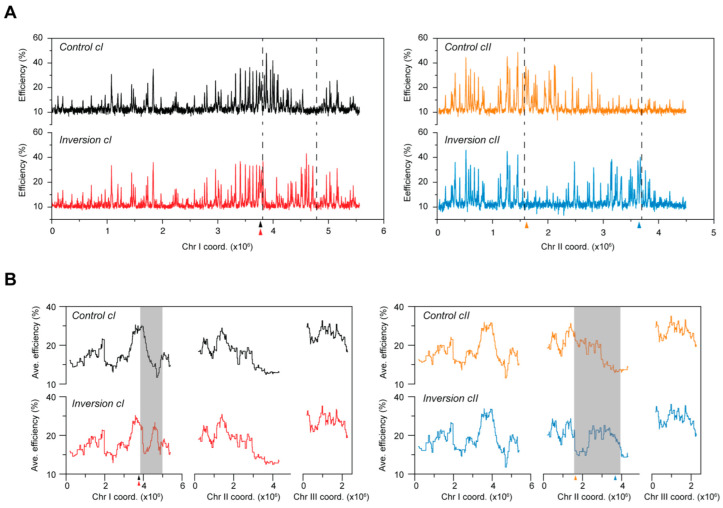
Alterations in replication domains resulting from chromosomal inversions. (**A**) Replication profiles of the chromosomal inversions plotted using the actual post-rearrangement chromosomal coordinates. Only the chromosomes harboring the inversions are shown. Black: *Control cI*, red: *Inversion cI*, orange: *Control cII*, blue: *Inversion cII.* *x*-axis: chromosome coordinates, *y*-axis: origin efficiencies. (**B**) Profiles of replication domains. Averages of origin efficiencies were determined for continuous windows of ~250 kb (1000 probes) across the entire genome. *x*-axis: chromosome coordinates, *y*-axis: average origin efficiencies. Gray boxes highlight changes in origin efficiency domains along the chromosomes that result from chromosomal inversions. Triangles with colors corresponding with each of the strains indicate the positions of centromeres.

**Figure 3:**
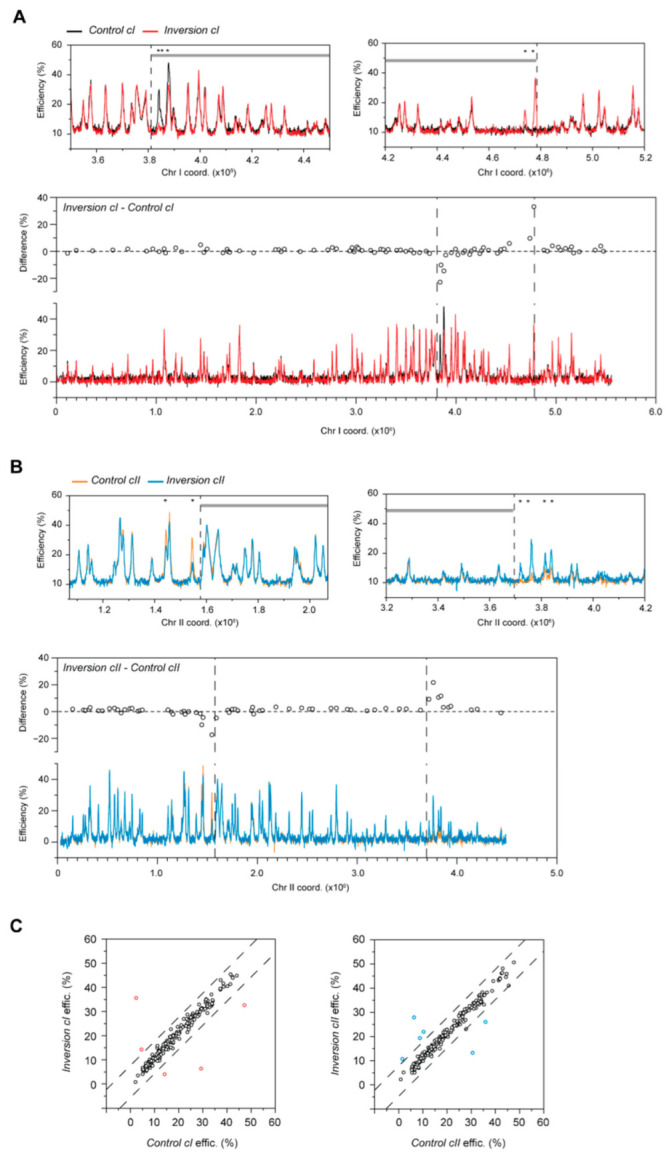
Alterations in the efficiencies of individual origins due to chromosomal inversions in haploid fission yeast. (**A**,**B**) Differences in replication initiation between *Inversion* and *Control* strains. To allow direct comparison with the *Control* strains, the profiles of *Inversion cI* and *Inversion cII* are plotted using the original, pre-translocation coordinates. Only chromosomes harboring the inversions are shown. Black: *Control cI*, red: *Inversion cI*, orange: *Control cII*, blue: *Inversion cII*. Dashed lines indicate rearrangement endpoints. *x*-axis: chromosome coordinates; *y*-axis: origin efficiencies. Top panels: Detailed view of the replication profiles surrounding the inversion endpoints. Alterations in origin usage in *Inversion cI* occur within the inverted fragment, whereas changes in *Inversion cII* are located outside of the inversion. Asterisks highlight origins that show significant efficiency differences between the *Inversion* and *Control* backgrounds. Gray lines delineate the rearranged fragment. Bottom panels: Position-effect of the impact of chromosomal context on origin firing. Differences in origin efficiencies between *Inversion* and *Control* strains (circles, top part of each graph) in post-quiescent S phase. A: *chromosome I* inversion; B: *chromosome II* inversion. The bottom parts of the graphs are as in Figure S2. (**C**) Comparison of origin efficiencies in the *Inversion* vs. *Control* strains. Left: *chromosome I* inversion; right: *chromosome II* inversion. Each point represents an origin. Dashed lines indicate Q3 + 3IQR and Q1 − 3IQR for the differences in origin efficiency between the compared strains. Points in red (*Inversion cI*) and blue (*Inversion cII*) are those that fall outside of these thresholds and correspond with the changes indicated in (**A**,**B**).

**Figure 4:**
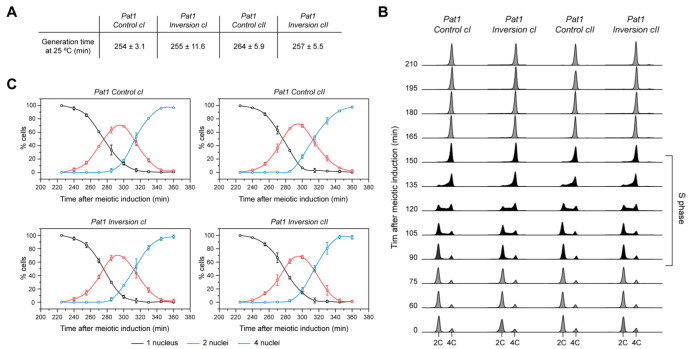
Characterization of meiotic entry and progression in strains with chromosomal rearrangements. (**A**) Generation times of diploid *pat1-114* strains with chromosome I and II inversions, along with their pre-rearrangement controls. Averages and standard errors of three independent experiments are shown. (**B**) Flow cytometry analysis of cells undergoing meiosis. Cells were depleted of nitrogen for 16 h, then shifted to 34 °C upon addition of NH_4_Cl to induce meiotic entry (T = 0). Time points during which cells undergo bulk pre-meiotic S phase are indicated in black. S phase onset and duration are identical in the different strains. (**C**) Time course of meiotic progression. Cells were ethanol fixed and stained with DAPI at the indicated time points to assess the number of nuclei. Graphs represent the average of two independent experiments (n > 300 for each time point; error bars: standard deviations). Cells with two nuclei have completed meiosis I, while those with 4 nuclei have completed meiosis II. No changes in meiotic progression are detected in the strains harboring chromosomal inversions.

**Figure 5:**
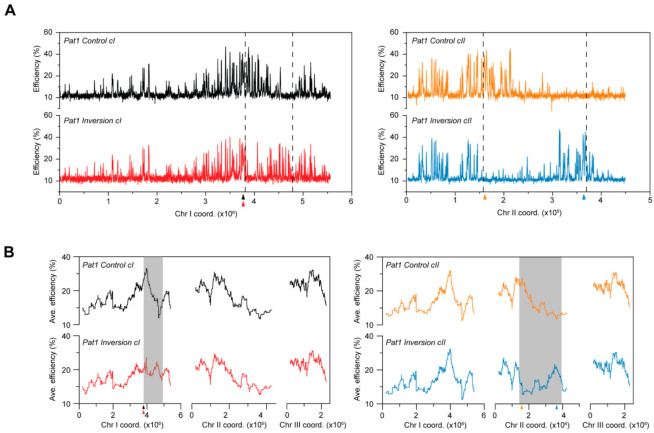
The impact of chromosomal inversions on the replication program of pre-meiotic S phase. (**A**) Replication profiles of the chromosomal inversion strains during pre-meiotic S phase plotted using the actual post-rearrangement chromosomal coordinates. Only the rearranged chromosomes are shown. Black: *Pat1 Control cI*, red: *Pat1 Inversion cI*, orange: *Pat1 Control cII*, blue: *Pat1 Inversion cII*. *x*-axis: chromosome coordinates, *y*-axis: origin efficiencies. (**B**) Profiles of replication domains. Averages of origin efficiencies were determined for continuous windows of ~250 kb (1000 probes) across the entire genome. *x*-axis: chromosome coordinates, *y*-axis: average origin efficiencies. Gray boxes highlight changes in origin efficiency domains along the chromosomes that result from chromosomal inversions. Triangles with colors corresponding with each of the strains indicate the positions of centromeres.

**Figure 6:**
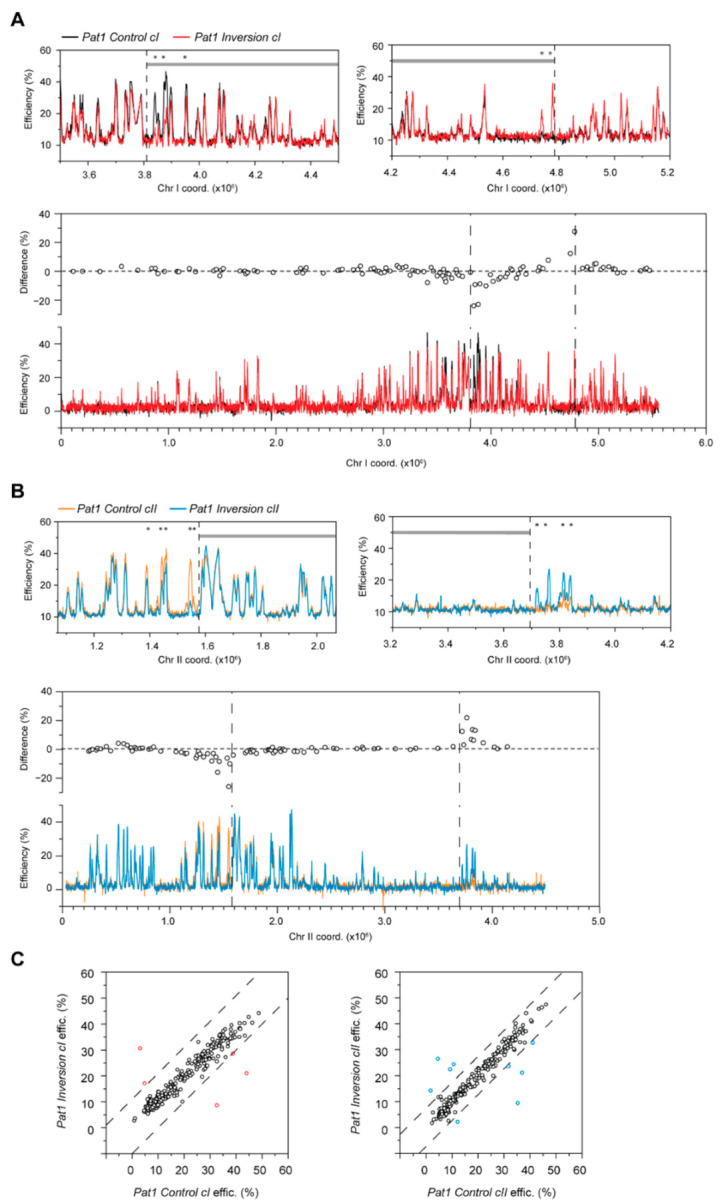
The impact of chromosomal inversions on the efficiencies of individual origins in pre-meiotic S phase. (**A**,**B**) Differences in replication initiation between inversion and control strains in pre-meiotic S phase. To allow direct comparison with the *Pat1 Control* strains, the profiles of *Pat1 Inversion cI* and *Pat1 Inversion cII* are plotted using the original, pre-translocation coordinates. Only chromosomes harboring the inversions are shown. Dashed lines indicate rearrangement endpoints. *x*-axis: chromosome coordinates; *y*-axis: origin efficiencies. Top panels: Detailed view of the replication profiles surrounding the inversion endpoints. Changes in origin usage in *Pat1 Inversion cI* occur within the inverted fragment, whereas changes in *Pat1 Inversion cII* are located outside of the inversion. Black: *Pat1 Control cI*, red: *Pat1 Inversion cI*, orange: *Pat1 Control cII*, blue: *Pat1 Inversion cII*. Asterisks highlight origins that show significant efficiency differences between the *Inversion* and *Control* backgrounds. Gray lines delineate the rearranged fragment. Bottom panels: Position-effect of the impact of chromosomal context on origin firing in pre-meiotic S phase. Differences in origin efficiencies between *Pat1 Inversion* and *Pat1 Control* strains (circles, top part of each graph). Chromosome I inversion; B: chromosome II inversion. The bottom parts of the graphs are as in Figure S4. (**C**) Comparison of origin efficiencies in the *Pat1 Inversion* vs. *Pat1 Control* strains. Left: chromosome I inversion; right: chromosome II inversion. Each point represents an origin. Dashed lines indicate Q3 + 3IQR and Q1 − 3IQR for the differences in origin efficiency between the compared strains. Points in red (*Pat1 Inversion cI)* and blue (*Pat1 Inversion cII)* are those that fall outside of these thresholds and correspond with the changes indicated in (**A**,**B**).

## Data Availability

The array data reported in this paper are available in the NIH GEO database.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/genes13071244/s1. Figure S1: Strategy for generating chromosomal rearrangements; Figure S2: Replication profiles of the first post-quiescence S phase in different genetic backgrounds; Figure S3: Origin usage in the *Control* strains; Figure S4: Replication profiles of pre-meiotic S phase in the different genetic backgrounds; Figure S5: Replication profiles of the *Pat1 Control* strains; Figure S6: Comparisons of origin efficiencies from repeat experiments for each strain and condition; Figure S7: Reproducibility of the changes in origin efficiencies induced by chromosomal inversions. Table S1: Fission yeast strains used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

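The deposited data are 32 Agilent 2-color arrays from 8 strains, 4 haploid strains in post-quiescent S phase and 4 diploid *pat1-114* strains in pre-meiotic S phase. Each strain has 2 biological repeats, each measured on 2 arrays with the dyes swapped, and the arrays lie on 11 slides scanned on 8 days. Each array compares DNA of cells released into S phase with 12 mM HU with unreplicated DNA and holds 45220 spots for 42707 probes. The mapping of arrays to strain, repeat and dye orientation was taken from the sample labels. The headers of 8 scanner files carry a slide code and position that another file also carries, so slides were told apart by code and scan day together. For pre-meiotic S phase the labels give 240 min after release and the paper gives 210 min.

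The authors scanned the arrays and extracted them with Agilent Feature Extraction. The deposited processed intensities of both dyes had the background subtracted, spatial and multiplicative trends removed and the dyes normalized linearly, per the file headers. The deposited log10 values are the logarithm of the red over the green processed signal. The deposited median signals are pixel intensities before any of these steps. In the deposited averaged profile, the authors give for each strain the ratio of S phase to unreplicated DNA as a mean over repeats, with the correction factor of the paper added. On 2 arrays the values are rounded to 3 digits. The coordinates used are those of that profile, in which 6047 probes of chromosome I lie 6150 bp from their place in the array design, and the same shift was applied to the scanner files. The genome build of the profile is not given in the sources used here, so no gene annotation was placed on it.

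The median signal was 19.2 to 172.5 times the background on the 32 arrays. A median of 0.728% of spots per array carried an outlier flag and was left out. On the 2 arrays of *Pat1 Control cII* repeat 1 the share was 22.45% and 6.966%. The number of arrays limits the precision, with 2 repeats per strain.

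The ratio of S phase to unreplicated DNA was computed from the processed signals of each array, and its logarithm was centred on the median of the array. Ratios above 2 were removed, as in the paper. Geometric means were taken over 5 consecutive probes, which gave 42629 windows, then the mean of the 2 dye-swap arrays and the mean of the 2 repeats. The amount that sets the median of the lowest 10% of ratios of the strain mean to 1 was added to the mean and to both repeats. Profiles were smoothed by local quadratic regression with tricube weights and a radius of 5000 bp. Sites above 1.05 and highest within 5 kb were taken as origins where both *Control* strains of the S phase passed 1.05 within 2.5 kb. Sites of the *Inversion* strains more than 5 kb from these were added. Centromeres and the mating-type region were left out, at coordinates from general knowledge of the genome. The paper's visual inspection of origins was not repeated, nor was its removal of a low value on chromosome II from the profiles of some strains. Efficiency is the copy number above 1 in percent.

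Differences between strains were tested with limma on log2 copy number, with an empirical Bayes estimate of the spread over the 8 repeats of an S phase. Interactions of inversion and S phase were tested with limma over 16 repeats. P-values were adjusted by the Benjamini-Hochberg method over the origins of a comparison, with a threshold of 0.05. The paper's cutoff of 3 IQR beyond the quartiles of the differences was computed beside it. Spearman correlations of the absolute difference with the distance to the nearest endpoint were tested by permutation with 100000 resamples, two-sided, in a family of 20. Sets of origins inside and outside the fragments, with limits at 150 kb from an endpoint, were compared with all other origins by Fisher's exact test, two-sided, in a family of 36. Regional efficiencies are means over the origins within 250 kb of an endpoint.

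Comparisons, region sets, distance classes and 36 of the 42 alternative settings were fixed before the data were examined. The limit of 150 kb matches the distance that the paper gives for the changes in *Inversion cII*. It is therefore not independent of these arrays. The origins named one by one were chosen by a rule fixed at the same time. It takes each origin beyond the 3 IQR cutoff in any of the 4 comparisons of *Inversion* and *Control*, and the 10 with the largest absolute difference among those past limma's threshold with both *Inversion* repeats on one side of both *Control* repeats. It also takes each origin within 150 kb of an endpoint and each origin that the paper marks or gives a value for. The 2 origins that differ between *Control cI* and *Control cII* were named after their values were seen. The settings varied the background correction, the normalization, the treatment of high ratios and outlier-flagged spots, the regression, the origin threshold, the baseline, the dye orientation, the replicate left out, the scale and blocks of the test, and the size of the cutoff. The other 6 settings were chosen after the data had been seen.

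The steps were tested on simulated data. Changes of 5, 10 and 20 percentage points were added to random origins in 20 draws. Limma called 85.5%, 77.6%, 44.2% and 63.3% of the changes of 10 points in *Inversion cI*, *Inversion cII*, *Pat1 Inversion cI* and *Pat1 Inversion cII*. Over all sizes together, 5.13% to 6.25% of its calls were false. The noise was drawn independently for each origin and repeat, without shifts of whole repeats, effects of slides or changes shared by neighbours. These rates therefore need not hold for the real arrays. Of 204 simulated sites, 194 lie away from gaps between probes and from centromeres. The origin search found 100% of these 194 and called 201 sites in all. This rate was not split by the height or the spacing of the sites, and it holds for the simulated sites only. It does not give the share of weak or closely spaced origins found on the real arrays, where the length of the lists depends on the settings. With no relation present, 6% of 100 permutation tests gave a p under 0.05.

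The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 and data.table 1.17.8.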

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

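The tests of smoothing across the endpoint and of damage on 1 array were chosen only after the result was seen, and the patterns weighed here were found in the same data that test them.

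On dye-swap 2 of *Inversion cI* repeat 1, the SD of the log2 ratios was 0.3545, against 0.1308 to 0.1426 on the other arrays of the strain. The same array had 874 ratios above 2, against 0 to 1 on the others. Dye-swap 2 of *Inversion cII* repeat 2 had 135, against 1 to 3. Dye-swap 2 of *Pat1 Control cII* repeat 1 had 15, against 0 to 2, and dye-swap 1 of *Pat1 Inversion cI* repeat 1 had 1, against 0. These values passed Dixon's test for 4 arrays, which the last does with a count of 1 against 0, so it carries no weight. The test was run 39 times, over 5 measures and 8 strains, and 5 values on 4 arrays passed, where 1.95 would arise by chance from independent measures with no ties. Ratios above 2 were removed, as in the paper.

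In *Pat1 Inversion cII*, 4 origins that the paper does not mark lay beyond the 3 IQR cutoff, by more than the *Pat1 Control* strains differ there. The origin at 1600744, inside the fragment, was higher by 6.481 percentage points, and the *Pat1 Control* strains differed by 4.962 (adjusted p = 0.996 from limma). Its difference depends on the setting, at 24.29 after another background correction. Without *Pat1 Control cII* repeat 2, the nearest origin, within 5 kb, differed by −7.274. That at 3803483 was higher by 6.976 (*Pat1 Control* strains 0.644, adjusted p = 0.0837 from limma) and that at 3826482 by 6.449 (2.82, adjusted p = 0.0982 from limma), and both lie right of the fragment near origins that rose. The marks were matched within 20 kb by eye, and neighbouring origins lie closer to one another than this reading is certain. The site at 2983598, inside the fragment and 711.3 kb from its end, was higher by 14.42 (6.48, adjusted p = 0.996 from limma), and without the same repeat the nearest origin, within 5 kb, differed by −0.3515.

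The value at 2983598 arises because *Pat1 Control cII* lies under the baseline there, at −7.21% ± 16.5 (SD, n = 2 repeats), while *Pat1 Inversion cII* has 7.21% ± 1.52. Single arrays of *Pat1 Control cII* gave 10.79 and −1.90 in repeat 1 and −21.1 and −16.6 in repeat 2. Damage on 1 array was tested by leaving out the lowest array, which left a difference of 9.79 percentage points, beyond the cutoff of 6.362. The bound set before the values per array were seen, that each array of *Pat1 Control cII* lies under each array of *Pat1 Inversion cII*, was not met, since 3 of the 4 do. A dye-dependent probe signal was tested by splitting the arrays by dye, and the smaller of the differences was 12.01 percentage points. A dye signal shared by both strains cancels in such a difference, so only a signal that differs between them was tested. These values argue against 1 array or 1 dye as the whole cause. Other strains were also low at this site in single repeats and in both dyes, such as −25.97 and −24.74 in *Control cI* repeat 2 against 8.35 and 9.37 in repeat 1. The site is low in both repeats of *Inversion cII*, from −23.3 to −9.23. The paper's methods report that a low value at this place was removed from the profiles of 4 strains. A difference between the cultures remains open and was not tested.

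Around the left endpoint of the chromosome I inversion, efficiencies were lower over a wide region in *Pat1 Inversion cI*. The 27 origins within 400 kb of the endpoint, without those inside the fragment within 150 kb, where called origins lie, were compared with the 236 origins of chromosomes II and III. If efficient origins were scaled down genome-wide, origins of chromosome I would be no lower than their efficiency predicts. They were lower by a mean residual of −2.26 percentage points over both slides, −1.86 on slide 6 and −2.67 on slide 7, where random sets of origins gave −0.804 to 0.610 and −1.21 to 1.18. These sets hold scattered origins, while the 27 are neighbours, which share changes, so the range of the sets tends to be too narrow. Origins within 100 kb of any centromere, some of them near this endpoint, had a median difference of −2.57 percentage points in this comparison (28 origins). The random sets do not account for this. A dye-dependent probe signal that is the same in both strains cancels in these differences. A signal that differs between the strains would turn with the dye, but the highest of the 4 differences by slide and dye was −2.147. In post-quiescent cells, the 20 origins of the same region, again without those inside the fragment within 150 kb, differed from the other chromosomes by −2.07, −1.34, −1.71 and −0.978 in the 4 pairs of repeats. The differences by dye argue against a dye signal that differs between the strains. The random sets do not decide whether efficient origins were scaled down. An effect of the inversion on a wider region is consistent with the values, as a hypothesis from the same data, and a difference between the strains other than the inversion stays open.

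The rise of the nearly inactive origin next to the right endpoint, at 4778441 and 4778153, lies 6.58 and 6.86 kb from the fusion, beyond the smoothing radius of 5 kb. Smoothing in post-inversion coordinates therefore changes nothing there, and smoothing across the endpoint was tested with unsmoothed probes instead. The lowest *Inversion* array exceeded the highest *Control* array by 26.4 percentage points in post-quiescent cells (19 probes) and by 19.08 in pre-meiotic cells (20 probes). Signal carried over from the efficient origin it is fused to, 26.2 kb away at 3791186, would leave no low point between them. The highest low point was 5.601% of the height at the origin, and the others were 4.29%, 0.816% and 0.584%. The low points argue against carried-over signal. Since the origin lies beyond the reach of smoothing across the endpoint, the unsmoothed probes could only repeat the rise. Initiation at this origin after the inversion is a candidate explanation that remains.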

How the results depend on the processing

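The 46 results that answer a comparison were recomputed under 42 alternative settings, 36 of which were fixed before the data were examined. Of 1076 values, 893 kept their direction, their side of the threshold or a size close to the reported one, and 183 changed. The 6 settings chosen after seeing the data keep the outlier-flagged spots, smooth in post-inversion coordinates, leave out damaged blocks of 2 arrays, leave out these 2 arrays (the doubted arrays), remove ratios below 0.5 as well, and use crossed numbers as a block. Regional values below are differences in percentage points, *Inversion* minus *Control*, and rank correlations are those over the whole chromosome. Their permutation p is given before adjustment. It was 0.0290 in *Inversion cII*, where the adjusted p of 0.0576 did not pass, and 0.215 in *Inversion cI*. The cause was not tested for any change in value under a setting.

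Of 76 differences at single origins, 23 passed limma's test. Under another setting, the nearest origin within 5 kb was taken. These gave 634 values under other settings, of which 572 stayed past the threshold in the same direction and 62 no longer passed. None changed direction, and in 38 cases an origin passed that had not passed before. The calls at 3840496 in both S phases, at 4778441 and 4778153 on chromosome I, and at 3762103, 3762382, 1546376 and 3719817 on chromosome II were made under each setting run. The call at 1443763 in *Inversion cII* was lost under 9 settings, with an adjusted p from limma of 0.0597 to 0.723.

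With normexp on median signals as background correction, the rank correlation was −0.195 in *Inversion cI* (permutation p = 0.0267) and −0.192 in *Inversion cII* (permutation p = 0.0577). The regional value inside the right endpoint was 28.4 in *Inversion cI*, and outside the right endpoint 10.73 in *Inversion cII*. The pre-meiotic list held 611 origins, and limma called 0 origins between *Control cI* and *Control cII*. In *Pat1 Inversion cI*, 7 origins lay beyond the cutoff and the value inside the left endpoint was −15.5. Limma called 11 origins in *Pat1 Inversion cII*, 21 lay beyond the cutoff, and the values inside the left and right endpoints were −25.7 and 25.3.

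With loess within each array, 7 origins lay beyond the cutoff in *Pat1 Inversion cI*. In *Inversion cII* the value was −12.6 inside the left endpoint, 14.4 inside the right one and 9.61 outside the right one.

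With ratios above 2 kept, the post-quiescent list held 509 origins. In *Inversion cI*, the median difference was 3.877, limma called 2 origins, both within 150 kb, 5 lay beyond the cutoff, and the rank correlation turned to 0.150. Its regional values were −3.97 inside the left endpoint, 20.5 inside the right one and 4.71 outside the right one. In *Inversion cII*, limma called 1 origin, within 150 kb, and the rank correlation was −0.0695 (permutation p = 0.357). Its values were −2.83 outside the left endpoint, 14.8 inside the right one and 6.30 outside the right one. Limma called 0 origins between the *Control* strains.

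With local linear regression, the value inside the right endpoint was 21.1 in *Inversion cI* and 12.7 in *Pat1 Inversion cI*, and outside the right endpoint 10.8 in *Pat1 Inversion cII*. The rank correlation in *Inversion cII* was −0.214 (permutation p = 0.0652), and 7 origins lay beyond the cutoff in *Pat1 Inversion cI*. With a radius of 2500 bp, the values inside the left and right endpoints were −1.87 and 19.7 in *Inversion cI*. Inside and outside the right endpoint they were 14.8 and 7.91 in *Inversion cII*, and inside the left endpoint −15.3 in *Pat1 Inversion cI*. The correlation of the *Pat1 Control* strains was 0.972, and limma called 0 origins between the haploid *Control* strains.

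With an origin threshold of 1.1, the pre-meiotic list held 221 origins. The value outside the right endpoint was 2.82 in *Inversion cI*, 10.16 in *Inversion cII* and 11.6 in *Pat1 Inversion cII*. Outside the left endpoint it was −8.33 in *Inversion cII* and −12.9 in *Pat1 Inversion cII*, and inside the right endpoint 15.2 in *Inversion cII* and 16.4 in *Pat1 Inversion cI*. With the highest value within 2.5 kb taken at each origin, 5 origins lay beyond the cutoff in *Pat1 Inversion cI*.

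With the baseline of each repeat set on its own, the value inside the right endpoint was 20.7 in *Inversion cI*, outside it 7.95 in *Inversion cII*, and inside the left endpoint −16 in *Pat1 Inversion cI*. With repeats centred on the median origin, the value outside the right endpoint was 0.385 in *Inversion cI* and 7.66 in *Inversion cII*. The median difference was 0.894 between the *Control* strains and −0.837 between the *Pat1 Control* strains. In *Pat1 Inversion cII* limma called 12 origins, 11 of them within 150 kb.

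With dye-swap 1 alone, the lists held 962 and 960 origins. In *Inversion cI*, the median difference was −0.971, limma called 8 origins, all within 150 kb, and 9 lay beyond the cutoff. Its values were −13.2 inside the left endpoint, 10.4 inside the right one and −0.382 outside the right one. In *Inversion cII*, 11 origins lay beyond the cutoff and the rank correlation was −0.0944 (permutation p = 0.0748). Its values were −1.17 outside and −11.7 inside the left endpoint, and 13.1 inside and 3.99 outside the right one. The median difference of the *Control* strains was 0.778. In *Pat1 Inversion cI*, the median difference was −2.42 and 12 origins lay beyond the cutoff. Its values were −15.8 inside the left endpoint, 7.98 inside the right one and −1.50 outside the right one. For *Pat1 Inversion cII*, they were −5 outside and −16.3 inside the left endpoint, and 15.0 inside and 4.42 outside the right one.

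With dye-swap 2 alone, the lists held 1015 and 997 origins. In *Inversion cI*, 5 origins lay beyond the cutoff, and the values inside and outside the right endpoint were 8.83 and 2.31. For *Inversion cII*, the median difference was −0.863, limma called 3 origins, all within 150 kb, and the rank correlation was −0.0288 (permutation p = 0.585). Its values were −2.53 outside the left endpoint, 13.1 inside the right one and 2.13 outside the right one. Limma called 0 origins between the *Control* strains. In *Pat1 Inversion cI*, limma called 180 origins, 18 of them within 150 kb, 12 lay beyond the cutoff, and the rank correlation turned to 0.00252. Its values were −0.0469 outside the left endpoint and 9.05 inside the right one. For *Pat1 Inversion cII*, they were −5.60 outside the left endpoint, 15.9 inside the right one and 2.92 outside the right one. Between the *Pat1 Control* strains the median difference was −2.36 and the correlation 0.978.

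With the outlier-flagged spots kept, and with the authors' deposited profile, 5 origins lay beyond the cutoff in *Inversion cI*. Without the damaged blocks of 2 arrays, the rank correlation in *Inversion cII* was −0.168 (permutation p = 0.139), and the value outside the right endpoint 9.74. Without the 2 doubted arrays, the post-quiescent list held 589 origins. In *Inversion cI*, limma called 2 origins, both within 150 kb, the rank correlation was −0.157 (permutation p = 0.0117), and the values inside the left and right endpoints were −14 and 18.9. For *Inversion cII*, the median difference was 4.04 and the rank correlation turned to 0.0263. Its values were 0.208 outside the left endpoint, −9.81 inside it and 8.01 outside the right one. The median difference of the *Control* strains was 0.284, and limma called 0 origins between them. With the cutoff at 1.5 IQR, 8 origins lay beyond it in *Inversion cI*, 12 in *Inversion cII*, 13 in *Pat1 Inversion cI* and 28 in *Pat1 Inversion cII*.

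With the slide as a block for strains that share slides, limma called 5 origins between the *Control* strains and 34 in *Pat1 Inversion cI* (8 of them within 150 kb), with 1 residual degree of freedom in these fits and the same SE for each origin. With the correlation within slides estimated by duplicateCorrelation, it called 6 and 15. Adjusted over origins within 150 kb alone, it called 13 in *Pat1 Inversion cII*.

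Equal numbers of *Pat1 Inversion cI* and its *Control* share slides 6 and 7, and the fit with these slides as a block is given above. The *Control* strains share slides crosswise. In the other comparisons, the numbers of the repeats do not pair the samples on any record used here. With 2 pairs per comparison a pairing could not be tested. Across origins, the difference between repeats 1 and 2 correlated between compared strains with r from −0.718 (*Pat1 Inversion cII* and its *Control*) to 0.413 (*Pat1 Inversion cI* and its *Control*, which share slides). With the repeat number as a replicate block, limma called 4 origins in *Inversion cI*, 6 in *Inversion cII*, 2 between the *Control* strains, 4 in *Pat1 Inversion cI* and 7 in *Pat1 Inversion cII*. Between the *Pat1 Control* strains it called 0, with 8 at an unadjusted p under 0.05. The choice not to pair the repeats, and the block of crossed numbers, were made after these counts had been seen. With the crossed numbers as a block, limma called 14 origins in *Pat1 Inversion cII*, 12 of them within 150 kb.

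Leaving out 1 repeat at a time leaves a strain with a lone repeat, which limma assumes to vary like the others. The baseline of that strain is then set anew on the lone repeat, and the list of origins is rebuilt. The ranges below therefore do not isolate the effect of a repeat. The calls of limma then ranged from 0 to 25 between the *Control* strains (25 without *Control cII* repeat 2), from 3 to 48 in *Inversion cI* (48 without its repeat 1 and 26 without its repeat 2), and from 2 to 7 in *Pat1 Inversion cI*. In *Pat1 Inversion cII* they ranged from 3 to 5. Within 150 kb they ranged from 3 to 6, from 2 to 7 and from 3 to 5 in these 3 *Inversion* strains. Interactions for chromosome I ranged from 0 to 2. Origins beyond the cutoff ranged from 3 to 8 in *Pat1 Inversion cI* and from 6 to 11 in *Pat1 Inversion cII*, and the post-quiescent list from 238 to 388. The correlation of the *Control* strains ranged from 0.975 to 0.987 and that of the *Pat1 Control* strains from 0.968 to 0.985.

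The median difference then ranged from −3.64 to 0.209 between the *Control* strains, from −0.257 to 3.01 in *Inversion cI*, from −0.695 to 2.71 in *Inversion cII* and from −1.91 to 0.576 in *Pat1 Inversion cII*. It ranged from −0.601 to 2.94 between the *Pat1 Control* strains and from −1.16 to 1.79 in *Pat1 Inversion cI*. The rank correlation ranged from −0.190 to 0.0669 in *Inversion cI*, where it turned without *Inversion cI* repeat 2, from −0.402 to −0.0980 in *Inversion cII*, from −0.321 to −0.184 in *Pat1 Inversion cI* and from −0.509 to −0.236 in *Pat1 Inversion cII*. The value inside the left endpoint ranged from −18.7 to −1.32 in *Inversion cI*, from −16.9 to −11.9 in *Inversion cII*, from −14.8 to −7.96 in *Pat1 Inversion cI* and from −24.4 to −19.1 in *Pat1 Inversion cII*. Inside the right endpoint it ranged from 15.0 to 17.1 in *Inversion cII*. Outside the left endpoint it ranged from −2.47 to 2.08 in *Inversion cI*, from −8.15 to −2.72 in *Inversion cII* and from −4.47 to −1.41 in *Pat1 Inversion cI*. Outside the right endpoint it ranged from −0.0760 to 2.70 in *Inversion cI*, from 7.53 to 9.89 in *Inversion cII* and from 0.793 to 3.96 in *Pat1 Inversion cI*.

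The signal was at least 19.2 times the background on each array, and leaving out probes not well above background changed none of the 46 results. The number of repeats limits what can be detected. At 5 percentage points, limma called 35.8%, 29.3%, 12.1% and 14.3% of simulated changes in the 4 comparisons, so small changes would mostly be missed.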

Differences from the paper's values

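The differences of the *Control* strains are compared as *cII* minus *cI*, the direction in which the signs match the paper's values (1.529 against the paper's 1.6, and −1.418 against the paper's −1.5).

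The median difference in *Pat1 Inversion cII* was −0.309 percentage points (MAD 0.945), where the paper gives 0.2 with a MAD of 1.1. The medians lie closer together than either MAD, and the 383 origins used here are more than the paper's list holds. Some of the alternatives fixed before the data were examined gave a median above 0, as in the paper. These were the local linear regression (0.0767) and the origin threshold of 1.1 (0.242). The fits without *Pat1 Control cII* repeat 1 (0.259) or without *Pat1 Inversion cII* repeat 1 (0.576) did so as well. The other 13, including the authors' deposited profile (−0.194), gave a median below 0.

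In *Inversion cI*, 3 origins lay beyond the 3 IQR cutoff near the endpoints, where the paper marks about 5 in Fig. 3, read by eye. Of the alternatives fixed before the data were examined, loess within each array, local linear regression, the origin threshold of 1.1, the highest value within 2.5 kb, and the fits without *Control cI* repeat 1 or *Inversion cI* repeat 2 gave 4 origins. Ratios above 2 kept, dye-swap 2 alone and the deposited profile gave 5. The cutoff at 1.5 IQR gave 8, dye-swap 1 alone 9 and the others 3. Keeping the outlier-flagged spots, chosen after seeing the values, also gave 5. The rise at 4738848, for which the paper gives a value, was 10.2 percentage points and lay within the cutoff, and limma called it.

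In *Pat1 Inversion cI*, 3 origins lay beyond the cutoff near the endpoints, where the paper marks about 5 in Fig. 6, read by eye. Of the alternatives fixed before the data were examined, the highest value within 2.5 kb gave 5, and the radius of 2500 bp, the baseline of each repeat and the fit without *Pat1 Control cI* repeat 1 gave 4. Normexp on median signals, loess and local linear regression gave 7. The others differ from the paper's number, with 3 origins, 8 without *Pat1 Inversion cI* repeat 2, 12 with either dye orientation alone and 13 at 1.5 IQR.

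The second efficient origin inside the left endpoint, at 3852409, decreased by 5.071 percentage points in *Inversion cI*, where the paper gives 10.1. Of the alternatives fixed before the data were examined, taking the highest value within 2.5 kb gave 7.4, the value closest to the paper's. The other 16 gave decreases of 1.41 to 5.59, with 5.26 from the authors' deposited profile. Neither post-quiescent *Control* profile has a highest value within 5 kb at this site, so it is not on that list and was tested only in pre-meiotic cells, where limma called it.

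The paper states that none of the alterations it finds near the endpoints was present between the haploid *Control* strains. Away from the endpoints, at 2140177 on chromosome II and 984972 on chromosome III, these strains differed by −11.15 and 10.2 percentage points (adjusted p = 0.00183 from limma for each), beyond the cutoff. No origin of the diploid *Control* strains lay beyond it, and limma called 0 of 383, with 10 at an unadjusted p under 0.05.

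The paper places the changes of *Pat1 Inversion cII* outside the fragment. Of the 13 origins beyond the cutoff, the origins at 1600744 and 2983598 lie inside, while each of the 7 origins called by limma lies outside.

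The paper states that the size of a difference follows the distance from the endpoint. Over the whole chromosome, Spearman's rho in *Inversion cI* was −0.119 (permutation p = 0.215) and in *Inversion cII* −0.243 (permutation p = 0.0290, adjusted p = 0.0576 over a family of 20). Within 150 kb in *Inversion cI*, outside the fragment in *Inversion cII* (rho = −0.424, adjusted p = 0.00742) and over the whole of the rearranged chromosomes in the diploids, the relation passed the threshold. Within 150 kb in the diploids it did not (adjusted p = 0.0576 and 0.891).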

Other observations

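The mating-type region on chromosome II, which was left out of the lists of origins, had a low copy number in the haploid strains of the chromosome I inversion. Over 80 probes the mean ratio was 1.045 ± 0.00202 (SD, n = 2 repeats) in *Control cI* and 1.048 ± 0.00884 in *Inversion cI*, against 1.218 ± 0.00965 in *Control cII* and 1.213 ± 0.0103 in *Inversion cII*. In the diploids it lay between 1.203 ± 0.0136 (*Pat1 Inversion cI*) and 1.262 ± 0.0683 (*Pat1 Control cII*). The origin at 2140177, beside this region, followed the same division among the haploid strains, with 7.58% in *Control cI*, 7.20% in *Inversion cI*, 18.7% in *Control cII* and 19.2% in *Inversion cII*. The paper's methods state that the mating type was not the same in all strains. No test of a link between the mating type and these values was run.

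Origins within 100 kb of a centromere were efficient in both S phases, with a median of 29.1% in *Control cI* over 19 origins and 27.9% in *Pat1 Control cI* over 28. In *Pat1 Inversion cI* limma called 3 of the 28, all lower, more than among the other origins (Fisher's exact test, adjusted p = 0.0136 over a family of 36 tests). The same test did not pass in *Inversion cI* (2 of 19, adjusted p = 0.0626), *Inversion cII* (1 of 19, adjusted p = 0.619) and *Pat1 Inversion cII* (2 of 28, adjusted p = 0.163). With origins beyond the 3 IQR cutoff in place of calls, Fisher's exact test passed in *Inversion cI* and *Pat1 Inversion cI* (adjusted p = 0.0348 for each). It did not pass in *Inversion cII* and *Pat1 Inversion cII* (adjusted p = 0.6485 and 0.122). An endpoint of each inversion lies beside a centromere, so this set overlaps the origins near the endpoints. Origins within 100 kb of a chromosome end had a median of 8.54% in *Control cI* (7 origins) and 5.79% in *Pat1 Control cI* (17 origins). Limma called 0 of these in each of the 4 comparisons of *Inversion* and *Control*, with 1, 0, 5 and 0 at an unadjusted p under 0.05. The left end of chromosome III, with 363 probes, had a ratio of 1.054 to 1.068 in the 8 strains, while the left end of chromosome I lay between 1.007 and 1.025.

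The 66 probes of the mitochondrial genome gave a ratio of 1.138 to 1.207 in the haploid strains and 1.048 to 1.105 in the diploids. These means hide a strong effect of the dye, since single arrays of 1 dye orientation lay between 1.145 and 1.612 and those of the other between 0.678 and 0.856.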
